# The nuclear factor CECR2 promotes somatic cell reprogramming by reorganizing the chromatin structure

**DOI:** 10.1074/jbc.RA120.014598

**Published:** 2020-11-23

**Authors:** Linlin Wu, Guoqing Zhao, Shuyang Xu, Junqi Kuang, Jin Ming, Guangmin Wu, Tao Wang, Bo Wang, Ping Zhu, Duanqing Pei, Jing Liu

**Keywords:** SALL4, CECR2, reprogramming, DDT domain, chromatin remodeling, DMEM, Dulbecco's modified Eagle's medium, FBS, fetal bovine serum, GO, Gene Ontology, iPSC, induced pluripotent stem cell, OKSM, Oct4/Sox2/Klf4/c-Myc, PCA, Principal component analysis

## Abstract

Somatic cells can be reprogrammed into pluripotent stem cells with a minimal set of defined factors, Oct3/4, Sox2, Klf4, and c-Myc, also known as OKSM, although this reprogramming is somewhat inefficient. Recent work has identified other nuclear factors, including SALL4, that can synergize with the OSK factors to improve reprogramming dynamics, but the specific role of each of these factors remains poorly understood. In this study, we sought to learn more about the role of SALL4. We observed that SALL4 was the most significant factor in promoting OKS-induced reprogramming. To look for molecules downstream of SALL4, we screened a set of putative targets to determine whether they could promote OKS-induced reprogramming. We identified CECR2, a multidomain nuclear factor and histone acetyl-lysine reader, as a SALL4 effector. Mechanistically, we determined that SALL4 activates Cecr2 expression by directly binding to its promotor region. CECR2 in turn promotes reprogramming by forming a chromatin remodeling complex; this complex contained the SWI/SNF family member SMARCA1 and was dependent on CECR2’s DTT domain. In combination, our findings suggest that CECR2 is a novel reprogramming factor and works through a protein network to overcome epigenetic barriers during reprogramming.

Somatic cells can be reprogramed into pluripotent stem cells by overexpression of a set of nuclear factors Oct4/Sox2/Klf4/c-Myc (OKSM) or Yamanaka factors (1) in mouse, or Oct4/Sox2/Nanog/Lin28 in human (2), alternatively. This revolutionary technic, which was termed induced pluripotent stem cells (iPSCs), promised a great opportunity in regeneration medicine. Previously, the reprogramming by OKSM was low in efficiency and dynamics, and the use of oncogene c-Myc, raising the concern of tumorigenicity for the resulting iPSCs. Thus, the alteration of the reprogramming factors, especially the use of nononcogenes or other non-Yamanaka factors, will offer us a safer somatic cell reprogramming technique and new insight(s) for the underlying mechanism in somatic cell reprogramming. Indeed, a set of nuclear factors were reported to play roles in iPSC induction by replacing or combining with the Yamanaka factors. Generally, these nuclear factors can be categorized into two groups: (1) transcriptional factors, which can facilitate somatic cell reprogramming by binding to specific nuclear sequences or motifs, such as *Glis1* (3), *Nr5a2* (4), *Sall4* (5, 6), *Esrrb* (7), *Dax1* (8), *Zscan4* (9), *Tbx3* (10), and *Prdm14* (11); (2) epigenetic regulators, which facilitate somatic cell reprogramming by altering the chromatin structure or DNA/histone modifications, such as *Tet1* (12, 13), *Brg1* (14). Despite the discovery of a set of nuclear factors that facilitate reprogramming, the systematic comparison of their effects, especially in efficiency and dynamics, on reprogramming is lacking. A function ranking of these factors on reprogramming may help us to diagnose the key points of the underlying mechanisms systematically and comprehensively.

Previously, we reported a combination of seven factors reprogramming cocktails (*Nanog-Esrrb-Glis1-Jdp2-Kdm2b-Sall4-Mkk6*) (15), in which the dropout of Sall4 led a max reduction in the reprogramming efficiency, suggesting an outstanding role for Sall4 in cell fate determination. Consistently, Sall4 is reported to play an important role in a range of biological processes, such as somatic cell reprograming (5), tumorigenesis, and early embryonic development (16). However, the underlying mechanism for such an important role remains unclear. In this study, by comparing the efficiency and dynamics of a set of nuclear factors on somatic cell reprogramming, we confirm the critical role of *Sall4* on somatic cell reprogramming and identified that a new factor Cecr2, a histone acetyl-lysine reader, can promote the efficiency of somatic cell reprogramming as an effect of Sall4, attempting to improve our understanding of the epigenetic mechanisms that regulate cell fate transition.

## Results

### Sall4 promotes OSK reprogramming

Previously, we have reported a group of 7F factors (*Nanog-Esrrb-Glis1-Jdp2-Kdm2b-Sall4-Mkk6*) that can reprogram mouse fibroblasts into pluripotent stem cells with a ∼10% efficiency (15). In order to see any synergistic or cumulative effect(s) with the classic Yamanaka factors, we performed reprogramming experiments by adding each of the seven factors into Oct4, Sox2, Klf4 (Fig. 1*A*), and showed that five of the seven factors promote OKS-induced reprogramming (Fig. 1*B* and Fig. S1, *A*–*B*). Notably, Sall4, a member of the spalt-like family members (16), is the most powerful one among them, in agreement with earlier works (17, 18). We then further examined the reprogramming dynamics for Sall4 in the context of OKS-induced reprogramming with DsRed as Control and showed that Sall4 could promote iPS cell generation as early as day 3 when no iPSC colonies appear in the control group, and finally achieved ∼16% efficiency at day 7, comparing with 7% reprogramming efficiency in the control group (Fig. 1, *C*–*D* and Fig. S1, *C*–*E*).

**Figure 1:**
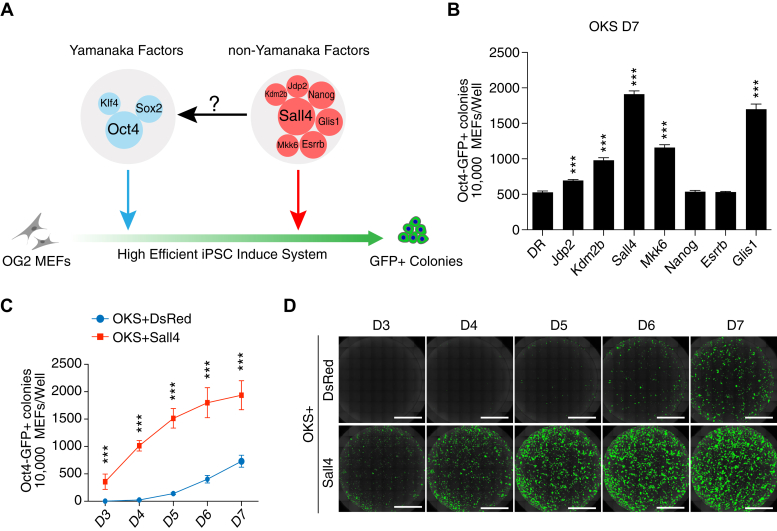
**Comparison of reprogramming efficiency for a group of nuclear factors.***A*, schematics for factors induced somatic cell reprogramming. *B*, Oct4-GFP+ colonies induced by indicated factors cultured in iCD1 culture medium at day 7. OKS: Oct4(O), Klf4(K), Sox2(S). (n = 6 wells from three independent experiments; mean ± SD, two-tailed, unpaired *t* test; ∗∗∗*p* < 0.0001). *C*, Oct4-GFP^+^ colonies induced by OKS+DsRed/OKS+Sall4 in iCD1 culture medium. (n = 6 wells from three independent experiments; mean ± SD, two-tailed, unpaired *t* test; ∗∗∗*p* < 0.0001). *D*, images for (*C*). The scale bars represent 5 mm.

### Sall4 reinforces reprogramming by opening and closing unique chromatin loci

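RNA was sequenced from mouse embryonic fibroblasts (MEFs) that carry a GFP reporter of Oct4 and were infected with retroviruses for Oct4, Klf4 and Sox2 (OKS) together with Sall4, Cecr2 or, as the control, the red fluorescent protein DsRed. Cells were taken on days 0, 1, 3, 5 and 7, with day 0 set at the change to iCD1 medium after infection. Each of the 15 conditions has 2 libraries, numbered replicate 1 and replicate 2, from 2 independent experiments, so that 30 libraries were analysed. The text of the series speaks of 10 samples. The paper's methods name a TruSeq library kit and a MiSeq instrument, while the sample labels name 2 library kits and a NextSeq instrument and do not tell which library was made with which kit. The authors mapped the reads with RSEM to the Gencode vM15 transcripts of mm10 and deposited for each gene an expected count, which need not be whole because RSEM divides reads that map to several transcripts, and a TPM value, which is corrected for effective length and scaled to the same total in each library. The expected counts summed to between 3510392 and 12785021 per library in the OKS+DsRed group (median 4481058, n = 10 libraries) and to between 1766698 and 6894228 in the OKS+Sall4 group (median 4309855, n = 10). Between 8.39% and 21.3% of genes had an expected count that is not whole, and the counts were rounded before testing. A gene's length exceeded its effective length by 73.43 to 73.49 bases in the replicate 2 libraries and by 160.5 to 202.33 bases in the replicate 1 libraries, so that the 2 experiments differ in read or fragment length, in the same way in every group.
Of the 54752 genes in each file, the 15863 that passed edgeR's filter on low counts were fitted in 1 model of all 30 libraries, with 1 coefficient per condition and TMM normalization. A gene was called changed at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change of at least 1 in either direction. The paper's text names neither a test nor a threshold, so that these are choices that can change the counts. With 2 libraries per condition, the spread was estimated over 15 residual degrees of freedom from all conditions together. Reads of Sall4, Cecr2, Oct4, Sox2 and Klf4 include those from the retroviruses.
The overexpressed gene was looked at first as a check of the labels. Sall4 (ENSMUSG00000027547, on chromosome 2 of GRCm38 from 168748332 to 168767943, minus strand) was at 267.53 to 694.19 TPM in the 8 libraries labelled OKS+Sall4 of days 0 to 5 and at 0 to 12.86 TPM in the 8 labelled OKS+DsRed. At day 7, the library labelled OKS+Sall4 replicate 2 was at 190.59 TPM and that labelled OKS+DsRed replicate 2 at 27.79 TPM. The order was the opposite in replicate 1, where the library labelled OKS+Sall4 was at 22.24 TPM and the library labelled OKS+DsRed at 112.1 TPM. These 2 libraries go against their labels. They were kept as labelled in every value given here, and a direction at day 7 or a mean over days rests on that labelling. Cecr2 (ENSMUSG00000071226, on chromosome 6 from 120666369 to 120771190, plus strand) was at 56.75 to 394.41 TPM in the 10 libraries labelled OKS+Cecr2 and at 0 to 8.84 TPM in the 20 others.

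**Figure D1:**
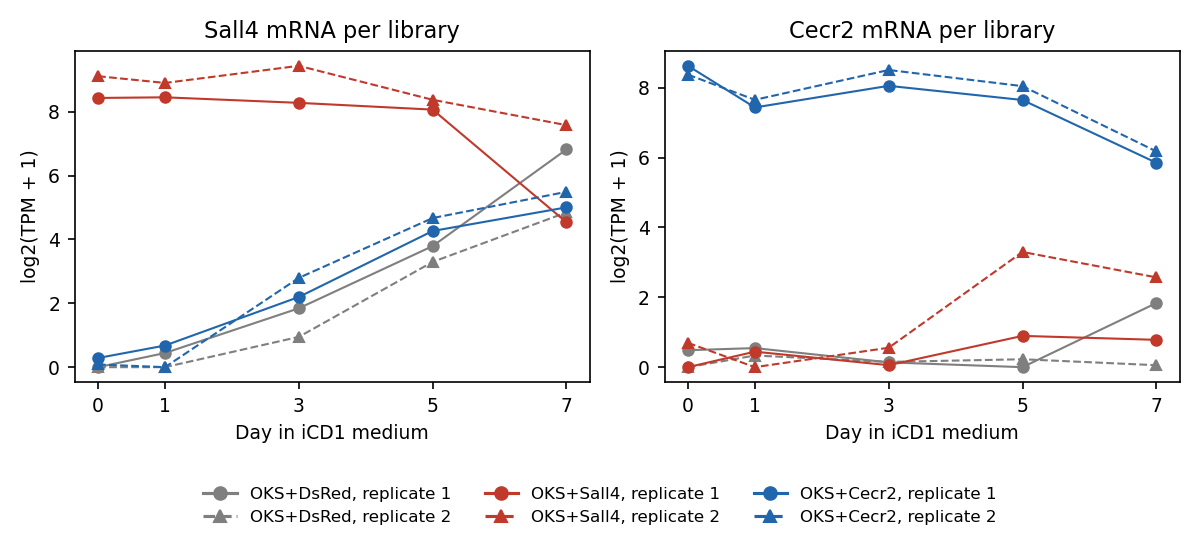
Expression of Sall4 (left) and Cecr2 (right) in each of the 30 libraries, as log2(TPM + 1), against the day in iCD1 medium. Each point is 1 library, colours give the group by its label, and lines join the libraries of replicate 1 (circles, solid) or replicate 2 (triangles, dashed). At day 7, the library labelled OKS+DsRed replicate 1 (112.1 TPM of Sall4) lies above that labelled OKS+Sall4 replicate 1 (22.24 TPM).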

To reveal any new insight or mechanism for Sall4 in the process of somatic cell reprogramming, we performed time-lapse RNA-seq for OKS+Sall4– or OKS+DsRed–induced reprogramming at day 0, day 1, day 3, day 5, and day 7, respectively. 

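Over the 2000 most variable genes in log2 CPM, the first principal component of the 30 libraries held 54.5% of the variance, the second 15.0% and the third 8.99%. Day explained 97.7% of the first component, day 39.0% and group 33.4% of the second, and replicate number 98.4% of the third. The distance between the means of the OKS+Sall4 and OKS+DsRed groups, divided by the mean distance between replicates over all days of the 2 groups (73.1), was 0.661 on day 0, 0.799 on day 1, 0.996 on day 3, 1.13 on day 5 and 0.433 on day 7. On day 7 itself, the replicates were 96.8 apart in the libraries labelled OKS+Sall4 and 100 in those labelled OKS+DsRed, and the group means 31.7. Centred on each experiment within its day as a replicate block, the ratios were 1.25, 1.51 and 1.89 on days 0, 1 and 3. They were 2.13 on day 5 and 0.82 on day 7, where same-numbered replicates had correlations across genes of 0.585 and −0.267. Summed over days, the distance between the groups was not set apart from that of other splits of the libraries at p under 0.05 (exact permutation test over all splits of the 4 libraries of each day into 2 and 2, one-sided p = 0.222, and p = 0.188 over the 32 splits that part same-numbered pairs, where 0.0312 is the smallest p possible). Without day 7, where 2 libraries go against their labels, p was 0.0617 (5 of 81 splits), in a test chosen after seeing the data. These 81 splits do not keep same-numbered pairs apart. No test that does was run without day 7, so that a difference within pairs on the earlier days is left open. Within day 7 alone, an exact permutation test has 3 splits of 4 libraries and cannot fall under 0.05. MEF and ESC libraries were not analysed here.
Nanog (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) was at 20.16 ± 11.3 TPM (SD, n = 2) in OKS+Sall4 and 0.18 ± 0.099 TPM (SD, n = 2) in OKS+DsRed on day 3, and at 107.8 ± 5.93 against 3.96 ± 3.39 TPM on day 5. The log2 fold change of Nanog was 4.93 on day 5 (standard error 0.86, adjusted p = 0.0049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 7, Nanog was at 104.0 ± 83.4 TPM in the libraries labelled OKS+Sall4 and 93.76 ± 88.5 TPM in those labelled OKS+DsRed, and the log2 ratio of Nanog was −1.85 in replicate 1 and 2.49 in replicate 2. The annotation also lists a processed pseudogene of Nanog, with which reads of Nanog can be divided. Averaged over the 5 days, Nanog had a log2 fold change of 3.42 (standard error 0.60, adjusted p = 7e-04 from the same edgeR quasi-likelihood test), and 3.44 with the replicate block (adjusted p = 0.00086).
Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) was at 72.13 ± 0.813 TPM (SD, n = 2) in OKS+Sall4 and 0.655 ± 0.403 TPM in OKS+DsRed on day 5, a log2 fold change of 6.83 (standard error 1.13, adjusted p = 0.0043 in the edgeR test). On day 7, Esrrb was at 11.63 and 97.12 TPM in the libraries labelled OKS+Sall4 and at 106.76 and 10.07 TPM in those labelled OKS+DsRed, in replicates 1 and 2. Dppa3 (ENSMUSG00000046323, chromosome 6 from 122626410 to 122630272) was at 6.91 ± 2.11 TPM (SD, n = 2) in OKS+Sall4 and 0.14 ± 0.198 TPM in OKS+DsRed on day 5 (log2 fold change 5.06, standard error 1.40, adjusted p = 0.042 in the edgeR test), and its log2 ratio on day 7 was −2.16 in replicate 1 and 2.38 in replicate 2. None of the 3 genes was called on day 7 (adjusted p = 1 in the edgeR test for each).

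**Figure D2:**
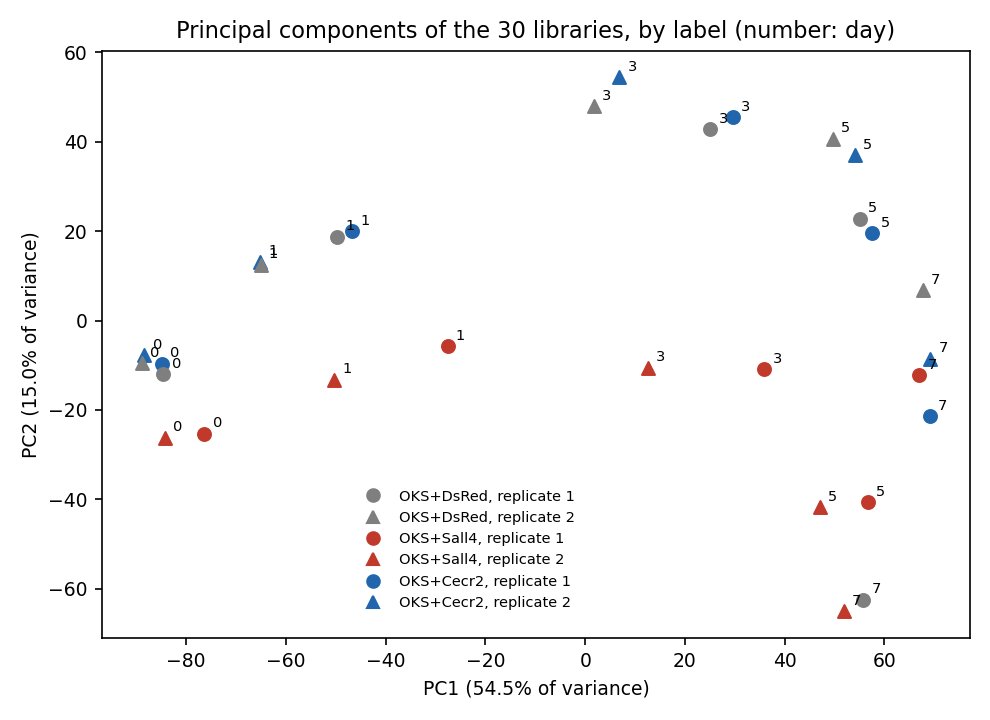
First and second principal components of the 30 libraries, coloured by label, with circles for replicate 1, triangles for replicate 2 and the day beside each point. The first component (54.5% of the variance) follows the day. The library labelled OKS+DsRed day 7 replicate 1 lies next to that labelled OKS+Sall4 day 7 replicate 2.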

Principal component analysis (PCA) for RNA-seq data showed a similar but distinct path from mouse embryonic fibroblasts (MEFs) to embryonic stem cells (ESCs) (Fig. 2*A*), with an end point at day 7 more closer to ESCs in OKS-Sall4 than in OKS-DsRed, consistent with the fact that the pluripotent genes such as *Nanog*, *Esrrb*, and *Dppa3* were expressed much higher in OKS-Sall4 samples than in OKS-DsRed samples (Fig. S2, *A*–*B*). More importantly, we showed that 921 genes are upregulated and 753 genes are downregulated by Sall4 overexpression, respectively (Fig. 2*B*). 

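Averaged over the 5 days, 282 genes were called up and 518 down in OKS+Sall4 against OKS+DsRed, of 15863 tested. With the replicate number as a block, these counts were 307 and 553. Replicate differences of the same number went together in the 2 groups on days 0 to 5, with correlations across genes of 0.424 to 0.585, and opposite to each other on day 7 (−0.267). The setting that moved the counts most in size was the call without a fold-change minimum, which gave 1283 up and 1785 down. Within single days, 103 genes were called on day 0, 360 on day 1, 713 on day 3 and 886 on day 5. With the block, these were 162, 507, 1046 and 1295. On day 7, where 2 libraries go against their labels, 0 genes were called with or without the block, while 373 had an unadjusted p under 0.05. For 1250 of the 15863 genes, a condition without any reads left a coefficient undefined, and the average over days is then unreliable. Of these, 140 are among the 800 called.
Genes called were then required to change in the same direction, by normalized counts, in both experiments on every day. That includes the pair of day 7 replicate 1, whose labels are in question. Genes that turn there are left out, such as Nanog (log2 ratio −1.85 in that pair). Among the genes that met this rule, 18 were up and 25 down. The largest rise among these was in Lad1 (ENSMUSG00000041782, chromosome 1 from 135818598 to 135833342, log2 fold change 2.23, standard error 0.27, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cnih2, Ptprb, Tub and Tspan32 followed, with log2 fold changes of 2.13, 2.06, 1.76 and 1.75. The largest fall was in Cdh18, which has a condition without reads, so that its log2 fold change of −4.05 carries no standard error. Lrrn3, Prr16, Prrg3 and Plekhh1 followed. Plekhh1 (ENSMUSG00000060716, chromosome 12 from 79029163 to 79081655) had a log2 fold change of −1.71 (standard error 0.12, adjusted p = 7.6e-08 in the edgeR test). In TPM, Prrg3 was higher with Sall4 on day 0 in replicate 2 (10.09 against 5.12). The same held on day 7 in replicate 1 (2.99 against 2.17), by the labels.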

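The heatmap of Fig. 2C shows 33 stem cell–related genes, all of which passed the filter on low counts. Their median log2 fold change in OKS+Sall4 against OKS+DsRed was 0 on day 0, 0.83 on day 1, 1.81 on day 3, 2.74 on day 5 and 0.32 on day 7. Positive values were found for 24 genes on day 1, 31 on day 3, 33 on day 5 and 30 on day 7. At an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 of the 33 was called up on day 0, 3 on day 1, 6 on day 3 and 14 on day 5. With the replicate block, also adjusted over all genes, the counts were 1, 4, 8 and 16. Adjusted over the list alone, without the block, they were 1, 6, 8 and 25. On day 7, 0 were called in each of these. Averaged over days, 8 were called (Fgf4, Fzd10, Gdf3, Kit, Nanog, Pecam1, Sox21 and Tet1), 9 with adjustment over the list alone and 6 with the block. For the block, same-numbered replicates of the groups had correlations across genes of 0.585 on day 5 and −0.267 on day 7. A condition without reads limits the average for 20 of the 33 genes.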

We further showed the sequential activation of the key pluripotent genes by heatmap in a day-by-day manner (Fig. 2*C*). It is quite clear that the pluripotent genes are activated faster in the OKS+Sall4 group than in the OKS+DsRed group. 

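The 33 genes of Fig. 2C were also compared within each of the 2 experiments, as log2 ratios of normalized counts with a prior count of 2. The median log2 ratio of OKS+Sall4 to OKS+DsRed was 0.40 in replicate 1 and 0.09 in replicate 2 on day 1. It was 1.38 and 0.69 on day 3 and 1.94 and 2.37 on day 5, when 33 genes were higher with Sall4 in replicate 1 and 32 in replicate 2. On day 7, it was −2.02 in replicate 1, with 30 of 33 genes lower in the library labelled OKS+Sall4, and 2.29 in replicate 2, with 32 of 33 higher. Since same-numbered libraries of day 7 varied opposite to each other, the pairs were also crossed. The library labelled OKS+Sall4 replicate 1 against that labelled OKS+DsRed replicate 2 gave a median log2 ratio of 0.08 (18 of 33 genes higher), and that labelled OKS+Sall4 replicate 2 against that labelled OKS+DsRed replicate 1 gave 0.35 (31 of 33 higher). From the day-by-day expression of these genes in Fig. 2C, the paper concludes that Sall4 speeds up their activation.

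**Figure D3:**
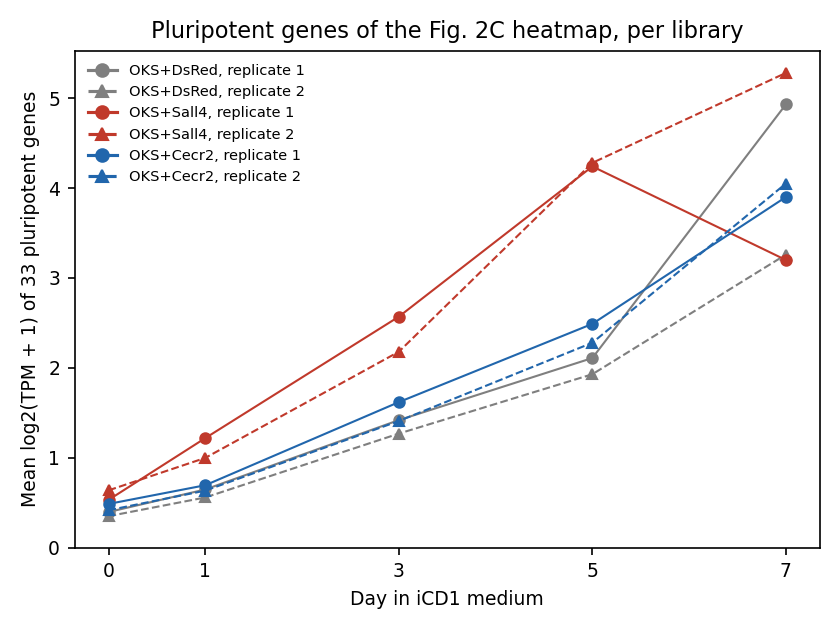
Mean log2(TPM + 1) of the 33 genes of the Fig. 2C heatmap in each library, against the day in iCD1 medium. Each point is 1 library, coloured by its label, with solid lines for replicate 1 and dashed lines for replicate 2. The OKS+Sall4 libraries lie above the others on days 3 and 5, and at day 7 the library labelled OKS+DsRed replicate 1 lies above that labelled OKS+Sall4 replicate 1.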

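Lists of genes written before the data were examined were tested as sets with camera, a competitive test in limma, on the changes averaged over days, and the p-values were adjusted by the Benjamini-Hochberg method over 8 set tests. The lists of interferon response, DNA replication and mesenchymal genes were written by hand and are not GO terms. The genes of Fig. 2C come from the paper's own heatmap of these libraries, so that their test is not an independent one. Of 54 interferon response genes, 50 were lower in OKS+Sall4, with a median log2 fold change of −0.91 (adjusted p = 1.9e-07, with the replicate block 1.4e-06). Their median by day was −0.46 on day 0, 0.51 on day 1, −1.30 on day 3 and −2.74 on day 5, when 37 of the 54 were called down in edgeR's test. On day 7 it was −0.82. Of the 33 genes of Fig. 2C, 32 were higher, with a median of 1.33 (adjusted p = 0.00036, with the block 0.00081). Of 44 DNA replication genes, 43 were higher, with a median of 0.26 (adjusted p = 1.8e-06, with the block 3.8e-07). Of 31 mesenchymal genes, 25 were lower, with a median of −0.40 (adjusted p = 8.3e-06, with the block 9e-06). The preset correlation of 0.01 between the genes of a set matters most here. With the correlation estimated from the data, the adjusted p was 0.60 for each of these 4 sets. Same-numbered replicates, on which the block rests, had correlations of 0.424 to 0.585 on days 0 to 5 and −0.267 on day 7.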

Consistently, among the GO terms derived from Sall4 upregulated genes are terms such as stem cell population maintenance, maintenance of cell number, and regionalization, whereas among the GO terms derived from the Sall4 downregulated genes are terms such as cellular response to interferon-beta and positive regulation of defense response (Fig. 2*D*). We then performed ATAC-seq and showed by PCA analysis that, similar to RNA-seq, OKS+Sall4 modulates the chromatin structure toward an ESC-like state more quickly than OKS+DsRed (Fig. 2*E*). We further investigated the chromatin accessibility dynamics as we described previously (Fig. 2*F*) (17). We show that, in general, the total number of OC, CO, or PO peaks are quite similar, with 3151 CO peaks, 59,075 OC peaks, and 16,700 PO peaks shared under both conditions (Fig. 2*G*). Specifically, we found that Sall4 opens the loci of pluripotent genes such as *Nanog* and *Zfp42* and closes those of fibroblast/mesenchymal genes such as *Snai1* and *Zeb2*, suggesting the important role for sall4 in activating and silencing critical genes (Fig. 2*H*).

**Figure 2:**
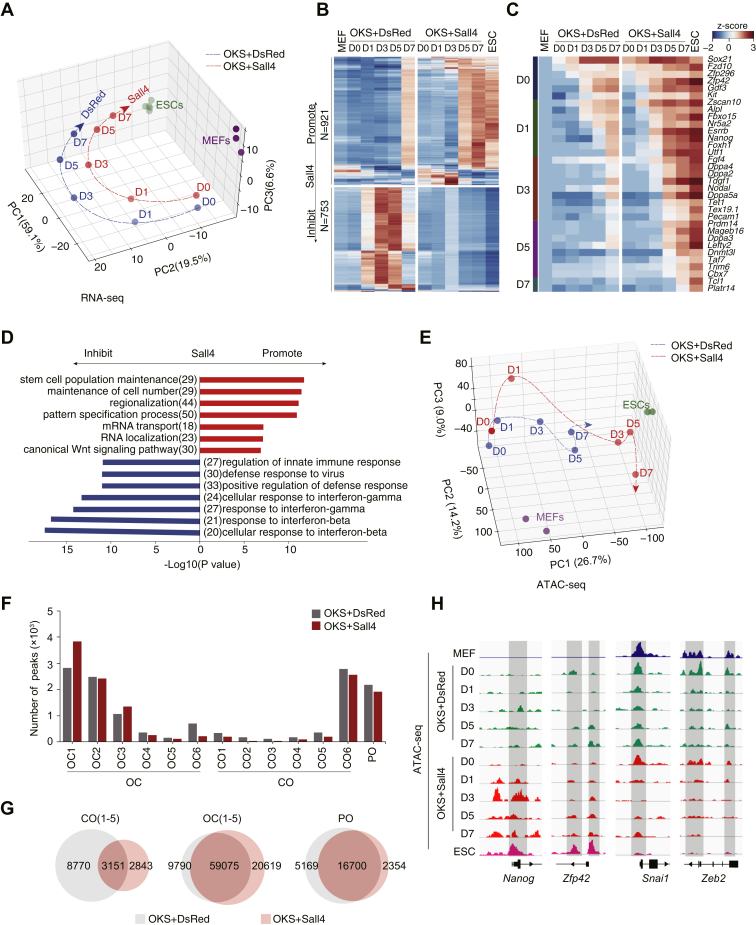
**Sall4 enhanced reprogramming through reorganizing chromatin structure.***A*, PCA analysis for RNA-seq data from OKS+DsRed/Sall4. RNA-seq data were collected from two independent experiments and merged when analyzed. *Blue* or *red fine dotted line* indicated OKS+DsRed or OKS+Sall4 reprogramming path, respectively. *B*, heatmap profile from RNA-seq analysis classified genes regulated by Sall4 in reprogramming. *C*, heatmap for the expression of stem cell–related genes in OKS+DsRed/OKS+Sall4 samples in RNA-seq data. *D*, gO analysis for Sall4 promoted or inhibited genes in (*B*). *E*, PCA analysis for ATAC-seq data from OKS+DsRed/Sall4. ATAC-seq data were collected from one independent experiment. *Blue* and *red fine dotted line* indicated OKS+DsRed and OKS+Sall4 reprogramming path, respectively. D0 (day 0), D1 (day1), D3 (day 3), D5 (day 5), D7 (day 7). *F*, number of the peaks for each CO (close–open), OC (open–close), and PO (permanently open) subgroup. *G*, number of the peaks for each CO, OC, and PO groups between OKS+DsRed and OKS+Sall4. *H*, ATAC-seq analysis showed Sall4 affected close–open and open–close peaks at representative gene site.

### Cecr2 as a downstream effector of Sall4

To further investigate the downstream effector(s) of Sall4 for promoting reprogramming, we first reanalyzed the time-course RNA-Seq data for the 7F factors-induced reprogramming we reported previously (15). By comparing the gene expression profiles, we generated a panel of candidate genes regulated by Sall4 (Fig. S3*A*). GO analysis showed that genes responsible for stem cell population maintenance, stem cell differentiation, and stem cell proliferation are upregulated by Sall4 in 7F-induced reprogramming (Fig. S3*B*). 

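Table S3 lists 34 stem cell–related genes as upregulated in OKS+Sall4, of which 33 passed the filter on low counts. In the OKS+Sall4 libraries against OKS+DsRed, averaged over days, 31 of the 33 had a positive log2 fold change, with a median of 1.15. Of these, 9 were called up by edgeR's quasi-likelihood test (Bex1, Fgf4, Lin28a, Nanog, Padi4, Tbx3, Tet1, Tfap2c and Trim71), also 9 when adjusted over the list alone, and 8 with the replicate block. The pairing by replicate number rests on correlations of 0.424 to 0.585 on days 0 to 5 and −0.267 on day 7. A condition without reads limits the average for 11 of the genes. By day, 1 gene was called on day 0, 1 on day 1, 9 on day 3, 13 on day 5 and 0 on day 7, where the labels of replicate 1 are in question. The list comes from the paper's own calls on these libraries, so that the count shows no independent stability. The libraries of 7F-induced reprogramming were not analysed here.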

We then compared the expression of stem cell–related genes in both OKS+Sall4– and 7F-induced reprogramming system and showed by Venn diagram for the common or specific genes regulated by Sall4 between the two systems (Fig. S3*C*, Table S3). To this end, we identified nine genes, *Tfcp2l1*, *Nup210*, *Lin28a*, *Cecr2*, *Trh*, *Dppa5a*, *Hmgb2*, *Rcor2*, and *Tdh*, for further functional analysis based on their relevant expression to Sall4 over-expression in 7F-induced reprogramming system (Fig. S3, *D*–*E*).

We then over-expressed these nine genes in the OKS-induced reprogramming system and found that Cecr2 is the only hit that could significantly promote somatic cell reprogramming (Fig. 3*A*, Fig. S3*F*). We further measured the dynamics of iPSC colonies generated by Cecr2 with Oct4-GFP reporter MEFs and showed that Cecr2 mainly promoted reprogramming at the late stage of reprograming (Fig. 3, *B*–*C*). To further confirm these observations, we use Oct4-GFP/Dppa5a-Tdtomato double reporter MEFs as the starting cells and show very similar results (Fig. 3*D* and Fig. S3*G*). Consistently, Cecr2 is not activated without Sall4 in the 7F reprogramming system (Fig. 3*E*), whereas it is activated significantly when Sall4 is over-expressed in the OKS reprogramming system (Fig. 3*F*). These data suggest that Cecr2 may be regulated by Sall4 directly. To test this further, we performed ChIP(Chromatin Immunoprecipitation)-seq experiments with Sall4 antibody in mESC (Fig. 3*G*) and detected peaks in the TSS region of Cecr2 locus where open chromatin is evident with ATAC-seq. To test the significance of these peaks, we constructed two reporters by inserting two fragments near Cecr2 TSS as illustrated and found that Sall4 can activate both constructs with luciferase activity (Fig. 3*H*), suggesting that Sall4 regulated the expression of Cecr2 by directly binding to the transcription start site(TSS) region. We further showed that Cecr2 can slightly replace Sall4 in 7F-induced reprograming functionally (Fig. 3*I*), whereas there was no synergistic effect with Sall4 in OKS-induced reprogramming (Fig. S3*H*).We further showed that iPSC colonies derived from OKS+Cecr2 were similar to ESCs in morphology (Fig. S3*I*) and RNA expression profile (Fig. S3*J*). These data suggested that Cecr2 is a downstream effector of Sall4 in somatic cell reprogramming.

**Figure 3:**
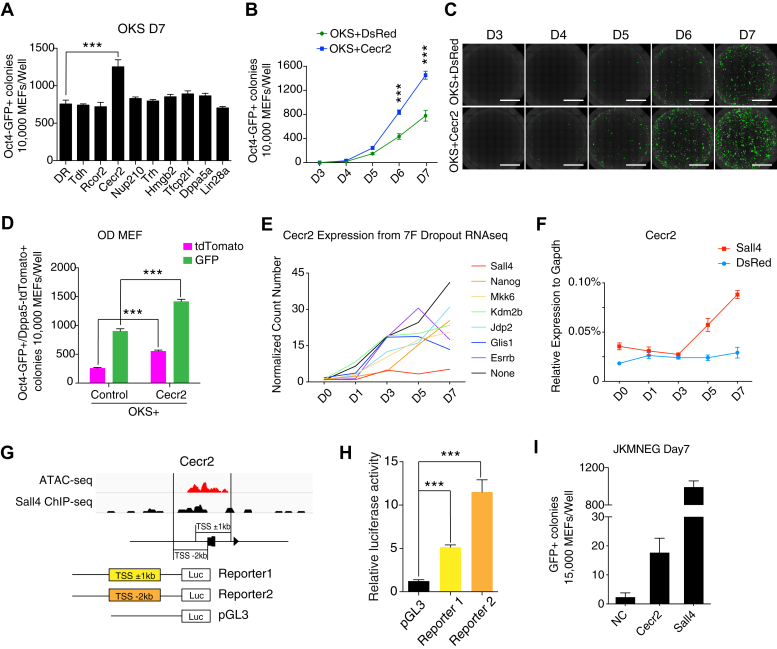
**Cecr2 promotes somatic cell reprogramming.***A*, reprogramming efficiency for indicated genes in OKS induced reprogramming at day 7 (n = 6 wells from three independent experiments; mean ± SD, two-tailed, unpaired *t* test; ∗∗∗*p* < 0.0001). *B*, numbers of Oct4-GFP+ colonies induced by OKS+DsRed or OKS+Cecr2 from 10,000 OG2-MEFs in iCD1.(n = 6 wells from three independent experiments). *C*, images for (*B*). The scale bars represent 5 mm. *D*, numbers of Oct4-GFP+ or Dppa5-tdTomato+ colonies induced by OKS+DsRed or OKS+Cecr2 from 10,000 OD-MEFs in iCD1 culture at day 7(n = 6 wells from three independent experiments; mean ± SD, two-tailed, unpaired *t* test; ∗∗∗*p* < 0.0001). *E*, expression level of Cecr2 in 7F or 7F-dropout RNA-seq data. *F*, qPCR analysis for the expression of Sall4 in OKS+DsRed or OKS+Cecr2 samples. *G*, schematic representation of the reporter designed according to the regulation of Cecr2 from mESC ATAC-seq and mESC Sall4 ChIP-seq. The sequences were cloned into pGL3 Vector (TSS, Transcription Start Sites; Luc, luciferase). *H*, Sall4 promotes the activity of Cecr2 reporter. pGL3-based reporters and TK-Renilla were cotransfected with Sall4 or control plasmid into the 293T cell line. Luciferase activity was detected at 48 h post transfection (n = 2 biological replicates each with 2 technical replicates; mean ± SD, two-tailed, unpaired *t* test; ∗∗∗*p* < 0.0001). *I*, reprogramming efficiency for Cecr2 and Sall4 in JKMNEG-based reprogramming at day 7. JKMNEG:Jdp2-Kdm2B-Mkk6-Nanog-Esrrb-Glis1. (n = 6 wells from three independent experiments).

### Cecr2 facilitates reprogramming by reorganizing chromatin

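The OKS+Cecr2 libraries come from the same 2 experiments as the OKS+Sall4 and OKS+DsRed libraries, with 2 libraries for each of days 0, 1, 3, 5 and 7, and were processed in the same way and fitted in the same model. Their expected counts summed to between 2027858 and 6280874 per library, with a median of 4610198 (n = 10). Between 18784 and 22696 genes had at least 1 read in a library. The DsRed control libraries are those of the comparison with Sall4, so that the library labelled OKS+DsRed day 7 replicate 1, which had 112.1 TPM of Sall4, also enters the comparison with Cecr2. Replicate differences of the same number went together in OKS+Cecr2 and OKS+DsRed on each day, with correlations across genes of 0.451 to 0.700.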

To further investigate the mechanism through which Cecr2 facilitates OKS reprogramming, we performed RNA-seq on OKS+Cecr2 and OKS+DsRed reprogramming cells at D0, D1, D3, D5, and D7. PCA analysis shows little differences between OKS+Cecr2 and OKS+DsRed samples (Fig. 4*A*). 

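Summed over days, the distance between the OKS+Cecr2 and OKS+DsRed means was not set apart from that of other splits of the libraries at p under 0.05 (exact permutation test over all splits of the 4 libraries of each day into 2 and 2, one-sided p = 0.897, and p = 0.219 over the 32 splits that part same-numbered pairs). Without day 7, chosen after seeing the data, p was 0.815 (66 of 81 splits), over splits that do not keep same-numbered pairs apart. Divided by the mean distance between replicates over all days of the 2 groups (69.1), the distance was 0.481 on day 0, 0.473 on day 1, 0.487 on day 3, 0.399 on day 5 and 0.523 on day 7. Centred on each experiment as a replicate block, the ratios were 1.10, 1.08 and 1.11 on days 0, 1 and 3. They were 0.913 on day 5 and 1.20 on day 7.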

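Expression of 4 pluripotent genes was compared between OKS+Cecr2 and OKS+DsRed on days 5 and 7. Fzd10 (ENSMUSG00000081683, chromosome 5 from 128600844 to 128604093) was at 1.955 ± 0.686 TPM (SD, n = 2) in OKS+Cecr2 and 1.13 ± 0.58 TPM in OKS+DsRed on day 5, and at 8.47 ± 1.64 and 7.41 ± 6.83 TPM on day 7. Zfp42 (ENSMUSG00000051176, chromosome 8 from 43295063 to 43306980), for which the annotation also lists a pseudogene that can share its reads, was at 20.26 ± 4.8 and 16.22 ± 3.64 TPM on day 5 and at 42.4 ± 14.9 and 33.9 ± 11.7 TPM on day 7. Zscan10 (ENSMUSG00000023902, chromosome 17 from 23600856 to 23611019) was at 13.92 ± 1.12 and 5.99 ± 0.905 TPM on day 5 and at 19.58 ± 11.0 and 15.67 ± 4.02 TPM on day 7. Fbxo15 (ENSMUSG00000034391, chromosome 18 from 84934782 to 84981473) was at 12.76 ± 2.3 and 8.42 ± 0.75 TPM on day 5 and at 18.06 ± 5.69 and 23.8 ± 11.4 TPM on day 7. The log2 fold changes on day 5 were 0.84 for Fzd10 (standard error 0.77), 0.33 for Zfp42 (0.55), 1.22 for Zscan10 (0.64) and 0.34 for Fbxo15 (0.73). On day 7 they were 0.18, 0.35, 0.49 and −0.49. The adjusted p was 1 for each gene on both days, with and without the replicate block, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The correlation of same-numbered replicates of the 2 groups was 0.700 on day 5 and 0.451 on day 7. On day 7, the 4 genes had log2 ratios of −0.81, −0.47, −0.55 and −1.20 in replicate 1, whose control is the library labelled OKS+DsRed with high Sall4, and of 1.91, 1.14, 1.28 and 0.39 in replicate 2.
Over the 33 genes of Fig. 4B and Fig. 2C, the median log2 fold change was 0.41 on day 5, with 25 genes higher, and −0.40 on day 7, with 10 higher. On day 7, the median log2 ratio was −1.09 in replicate 1 and 1.06 in replicate 2, and −0.37 with the replicate block. On days 5 and 7, 0 of the 33 genes were called, also when adjusted over the list alone.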

Yet, pluripotent genes, such as Fzd10, Zfp42, and Zscan10, Fbxo15, have higher expression levels at later stage when Cecr2 overexpressed (Fig. 4*B*), consistent with the higher efficiency. Furthermore, we can identify 615 genes upregulated and 396 downregulated by Cecr2, respectively (Fig. 4*C*). 

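Averaged over the 5 days, 1 gene was called up and 0 were called down in OKS+Cecr2 against OKS+DsRed, with and without the replicate block, of 15863 tested. An unadjusted p under 0.05 was found for 401 genes without the block, fewer than 5% of those tested. So low a share can come from a test that is too strict, since the fit without the block counts differences between the experiments as spread. It does not show the absence of an effect. The 1 gene called was Cecr2 itself (log2 fold change 9.76, standard error 0.58, adjusted p = 1.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whose reads include those from the retrovirus. On each of days 0, 1, 3 and 5, 1 gene was called. On day 7, 0 were called, and 454 genes had an unadjusted p under 0.05. Cecr2 itself was thus missed on day 7, although it was at 64.06 ± 10.3 TPM (SD, n = 2) in OKS+Cecr2 and 1.305 ± 1.79 TPM in OKS+DsRed. The count of 0 on day 7 therefore does not show that no gene changed. Over the mean of days, the setting that moved the counts most was a mean change of at least 2-fold in the authors' TPM. It has no test and gave 26 up and 35 down. A condition without reads makes the average over days unreliable for 1133 genes.

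**Figure D4:**
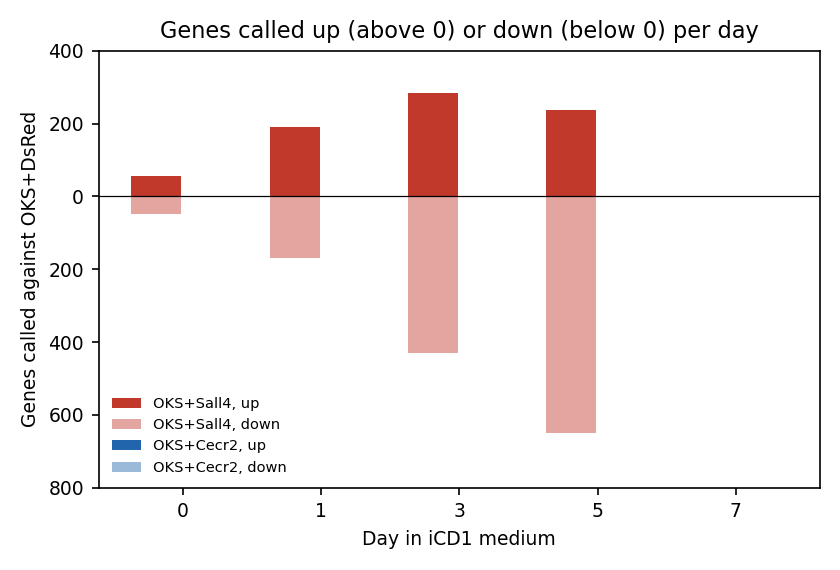
Number of genes called up (above 0) and down (below 0) against OKS+DsRed on each day, for OKS+Sall4 and OKS+Cecr2, at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The bars of OKS+Sall4 reach 237 up and 649 down on day 5 and are at 0 on day 7, where the labels of 2 libraries are in question. The bars of OKS+Cecr2, at 0 or 1 gene, cannot be seen at this scale.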

Gene Ontology or GO analysis reveals that genes upregulated by Cecr2 are enriched in GO terms such as maintenance of cell number, stem cell population maintenance, chromosome organization, and DNA repair, and those downregulated by Cecr2 as regulation of ribonuclease activity, axonogenesis, regulation of nuclease activity, etc. 

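With 1 gene called, no enrichment of terms could be computed, and the gene lists written beforehand were tested as sets. They are not the GO terms of Fig. 4D, and the genes of Fig. 2C come from the paper's own heatmaps of these libraries. Of 44 DNA replication genes, 34 were higher in OKS+Cecr2, with a median log2 fold change of 0.05 (camera, Benjamini-Hochberg adjusted p = 0.014 over 8 set tests, with the replicate block 0.016). Of the 33 genes of Fig. 2C, 19 were higher, with a median of 0.05 (adjusted p = 0.051, with the block 0.07). Of 54 interferon response genes, 36 were higher, with a median of 0.10 (adjusted p = 0.00016, with the block 0.00067). On day 7, the median log2 ratio of these 54 genes was 1.55 in replicate 1 (51 higher), whose control is the library labelled OKS+DsRed with high Sall4, and −0.22 in replicate 2 (45 lower). Without day 7, chosen after seeing the data, the adjusted p from camera was 0.0066 for the interferon response genes. It rose above 0.05 for the DNA replication genes and fell below 0.05 for the genes of Fig. 2C. Of 31 mesenchymal genes, 18 were lower, with a median of −0.06 (adjusted p = 0.99 with and without the block). None of these genes was called singly. With the correlation between genes of a set estimated from the data, the adjusted p rose to 0.68 for the interferon response, DNA replication and Fig. 2C genes. Same-numbered replicates had correlations of 0.451 to 0.700, which bear on the block.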

(Fig. 4*D*).

**Figure 4:**
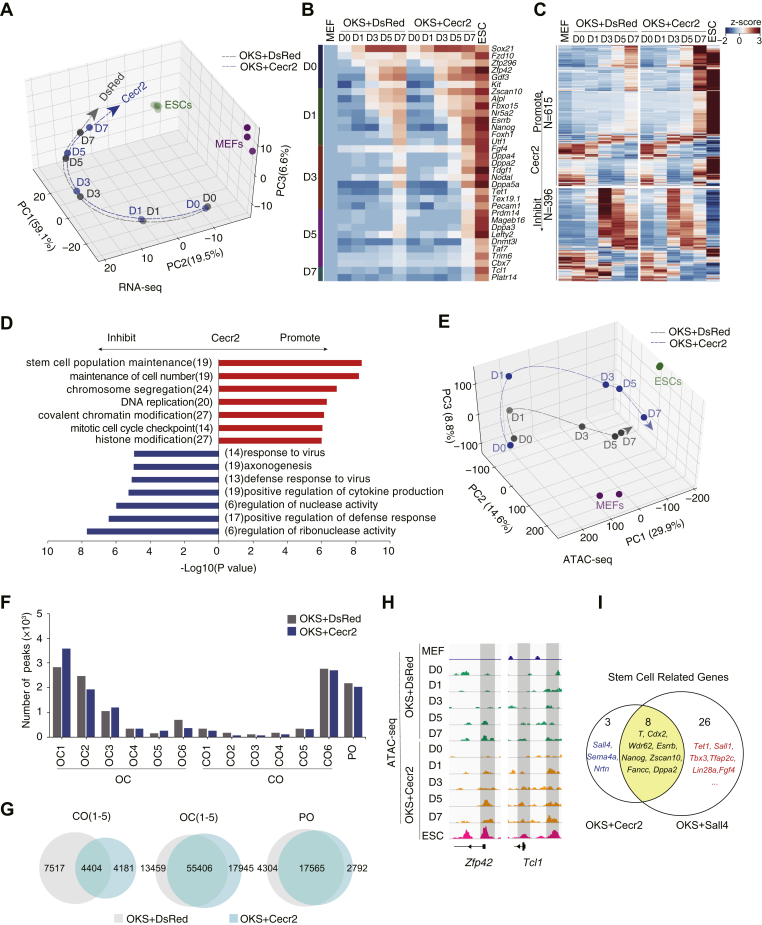
**Cecr2 reorganizes the chromatin structure at the later stage of reprogramming.***A*, PCA analysis for RNA-seq data from time course OKS+DsRed or OKS+Cecr2 samples. RNA-seq data were collected from two independent experiments and were merged when analyzed. *B*, heatmap for selected genes regulated by Cecr2 in RNA-seq dataset. *C*, heatmap of RNA-seq. *D*, heatmap for GO analysis of Cecr2 promoted or inhibited genes in (*C*). *E*, PCA analysis for ATAC-seq data from OKS+DsRed/Cecr2. ATAC-seq data were collected from one independent experiment. *Black* and *blue fine dotted line* indicated OKS+DsRed and OKS+Cecr2 reprogramming path, respectively. D0 (day 0), D1 (day 1), D3 (day 3), D5 (day 5), D7 (day 7). *F*, the total number of chromatin regions (peaks) for each CO, OC, and PO subgroup. *G*, Venn plots for the numbers of peaks for overlapping between each CO, OC, and PO groups between OKS+DsRed and OKS+Cecr2. *H*, genome view of the ATAC-seq data at *Zfp42* and *Tcl1* locus. *I*, Venn plots for the number of stem cell–related genes upregulated by OKS+Cecr2– or OKS+Sall4–induced reprogramming.

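The change in the effect of Cecr2 over time was tested directly, as the mean of its effects on days 5 and 7 minus the mean on days 0, 1 and 3. With and without the replicate block, 0 of 15863 genes were called for this difference, and 233 had an unadjusted p under 0.05. The correlation of same-numbered replicates had a median of 0.523 over the days. The effects of the factors were also compared with each other. Averaged over days, 844 genes were called between OKS+Sall4 and OKS+Cecr2 (320 higher and 524 lower with Sall4), and 898 with the block, where same-numbered replicates had correlations of 0.311 to 0.546. By day, 139, 383, 744 and 654 genes were called between them on days 0, 1, 3 and 5. On day 7, 0 were called, with 656 genes at an unadjusted p under 0.05, and the library labelled OKS+Sall4 replicate 1 enters there. The paper sets the PCA of Fig. 4A against the genes of Fig. 4, B and C, and reasons from the pair how widely Cecr2 acts.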

The discrepancy between the overall RNA-seq results and select gene expression in Figure 4*A* *versus* Figure 4, *B*–*C* suggests that Cecr2 may regulate only a specific set of genes. To confirm this, we performed ATAC-seq on OKS+Cecr2 and OKS+DsRed reprogramming cells at D0, D1, D3, D5, and D7. Indeed, unlike RNA-seq data, PCA analysis for ATAC-seq data demonstrates quite clear divergent paths between OKS+Cecr2 and OKS+DsRed (Fig. 4*E*). Consistent with the RNA-seq data, the total number of CO, OC, or PO peaks between the two conditions are quite similar (Fig. 4*F*), with 4404 CO peaks, 55,406 OC peaks, and 17,565 PO peaks shared in both conditions (Fig. 4*G*). However, the chromatin loci near pluripotent genes such as Zfp42 and Tcl1 are opened more quickly in the Cecr2 group than in the DsRed control group (Fig. 4*H*), suggesting that Cecr2 promoted reprogramming by reorganizing chromatin structure at late stage of reprogramming. 

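The stem cell–related genes of Table S3 were tested in both comparisons with OKS+DsRed, averaged over days. In OKS+Cecr2, 0 of the 11 genes that Table S3 lists for it were called, with and without the replicate block and also when adjusted over the list alone, and 6 of the 11 had a positive log2 fold change. Their median was 1.14 on day 5 and −0.01 on day 7. Of the 8 genes listed for both factors, 1 was called in OKS+Sall4 (Nanog) and 0 in OKS+Cecr2. In OKS+Sall4, the log2 fold change was 2.50 for T, 3.16 for Cdx2, 2.74 for Esrrb, 2.05 for Zscan10 and 0.94 for Dppa2, each of which has a condition without reads, so that the average is unreliable in this fit. In a fit with 1 coefficient per day and factor, chosen after seeing the data, they were 3.03 (adjusted p = 0.017), 3.42 (0.012), 3.85 (0.0019), 2.36 (0.00076) and 2.00 (0.034) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6 of the 8 genes were called in OKS+Sall4 and 0 in OKS+Cecr2. In the fit with 1 coefficient per condition, the log2 fold change was 0.29 for Wdr62 (adjusted p = 0.19) and 0.16 for Fancc (adjusted p = 0.58) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In OKS+Cecr2, it was 0.00 for Wdr62 and −0.10 for Fancc. It was 0.83 for Cdx2, 0.78 for Esrrb, 0.49 for Zscan10, −0.21 for Nanog, −0.30 for T and −1.39 for Dppa2. Each of these last genes has a condition without reads in that comparison, so that the average is unreliable. The adjusted p was 1 for all 8 genes in the edgeR test. The direction of Nanog, T, Esrrb and Dppa2 in OKS+Cecr2 changed with the method. Of the 3 genes listed only for Cecr2, Nrtn had a log2 fold change of 0.77 (standard error 0.51), Sema4a of −0.26 (standard error 0.44) and Sall4 of 1.45, with a condition without reads, and adjusted p was 1 for each in the edgeR test. Of the 26 genes listed only for Sall4, 8 were called in OKS+Sall4, and 7 with the block, and 0 in OKS+Cecr2. Among these, Tfap2c had a log2 fold change of 2.30 (adjusted p = 0.0015), Tet1 of 1.31 (adjusted p = 0.012), Fgf4 of 1.20 (adjusted p = 0.039) and Tbx3 of 1.15 (adjusted p = 0.018) in the edgeR test. Lin28a was called too, with a condition without reads, and Sall1 had 0.75 and was not called (adjusted p = 0.23 in the edgeR test). Same-numbered replicates had a median correlation of 0.482 between OKS+Sall4 and OKS+DsRed, with −0.267 on day 7, and of 0.523 between OKS+Cecr2 and OKS+DsRed.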

To further investigate the similarities or differences upon the impact to the pluripotent regulation network between Cecr2 and Sall4, we compared the RNA-seq data from OKS+DsRed, OKS+Sall4, and OKS+Cecr2 by heatmap and Gene Ontology analysis and further compared them by using a set of stem cell–related genes and showed that 8 genes such as *T*, *Cdx2*, *Wdr62*, *Esrrb*, *Nanog*, *Zscan10*, *Fancc*, and *Dppa2* are regulated by both CECR2 and SALL4; 3 genes such as Sall4, Sema4a, and Nrtn are regulated by CECR2; 26 genes such as *Tet1*, *Sall1*, *Tbx3*, *Tfap2c*, *Lin28a*, and *Fgf4* are regulated by SALL4, respectively. (Fig. 4*I*, Table S3). We also compared the chromatin accessibility dynamics data from OKS+DsRed, OKS+Sall4, and OKS+Cecr2, and PCA analysis showed that the chromatin state of Cecr2 is very close to Sall4 group at the late stage of reprogramming (Fig. S4, *A*–*C*). These data suggested that CECR2 plays a significant role in reorganizing chromatin in the late stage of reprogramming.

### The DDT domain is essential for the reprogramming activity of CECR2

CECR2 is a multidomain transcription factor (19) that may modulate chromatin remodeling through its DDT (involved in chromatin remodeling with ISWI), BRD (bromodomain, binds acetylated lysine residue), AT hook, or NLS domains separately or in combination (Fig. 5*A*). To see which one is responsible for enhancing reprogramming, we generated a set of constructs as shown in Figure 5*A* and show that the deletion of the DDT domain results in loss of ability to promote OKS reprogramming (Fig. 5*B*). Previously, Cecr2 was reported to remodel the chromatin structure by forming a complex with SNF2L(SMARCA1) (18)，a member of the ISWI family of protein. By co-overexpressing CECR2-HA and SMARCA-3×FLAG in 293 cells, we confirmed this interaction by coimmunoprecipitation (coIP) experiment (Fig. 5*C*) and further showed that the DDT domain was necessary for this protein–protein interaction (Fig. 5*D*). Furthermore, we checked this interaction by IP-MS experiment and showed by heatmap that CECR2 could enrich SMARCA1, whereas Cecr2-DTT could not (Fig. 5*E*, Fig. S5*A*). Consistently, GO analysis for CECR2-specific interaction proteins showed a significant enrichment in GO term for chromatin remodeling (Fig. 5*F*, Fig. S5*B*). These data indicated that CECR2 regulates somatic cell reprogramming by DTT domain–mediated chromatin remodeling.

**Figure 5:**
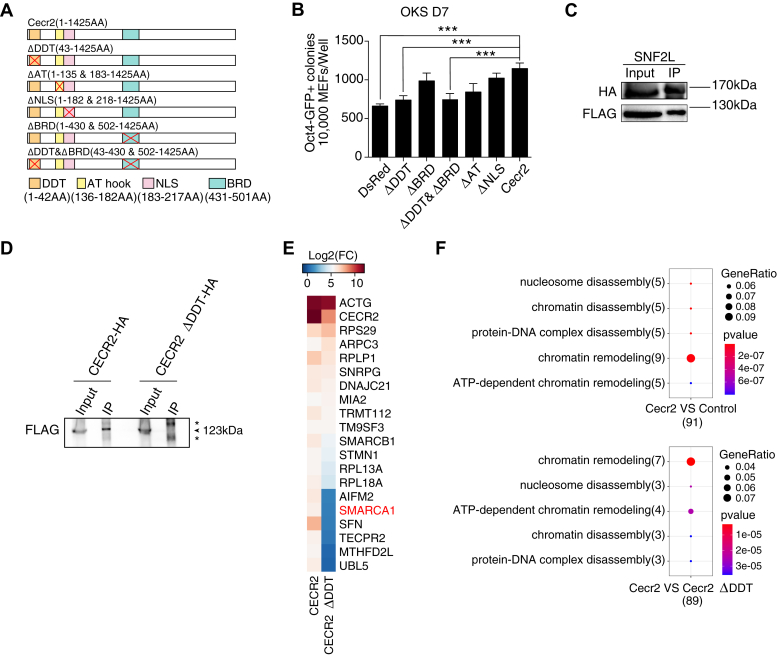
**Effect of cecr2 gene structure on its reprogramming activity.***A*, schematic illustration of Cecr2 structure and mutants. *B*, effect of various Cecr2 mutants on OKS-induced reprogramming (n = 6 wells from three independent experiments; mean ± SD, two-tailed, unpaired *t* test; ∗∗∗*p* < 0.001.). *C*, IP and immunoblot analysis of the interaction between CECR2-HA and SNF2L-FlAG. *D*, IP and immunoblot analysis of CECR2-HA/CECR2 ΔDDT-HA and SNF2L-FLAG indicates the DDT domain is essential for the interaction between CECR2 and SNF2L. SNF2L with a molecular weight of 123 kDa is indicated. Asterisks indicate non-specific bands. *E*, heatmap of IP-MS analysis showing Top 20 proteins enriched in CECR2. NOTE that the deletion of DDT domain disrupts the interaction between CECE2 and SMARCA1(SNF2L). *F*, heatmap of GO analysis for top 100 proteins enriched in OKS+Cecr2-3×FLAG VS OKS+DsRed-3×FLAG (Control) or top 100 proteins enriched in OKS+Cecr2-3×FLAG VS OKS+Cecr2 ΔDDT-3×FLAG reprogramming in day 3 through FLAG-IP MS.

### CECR2 is dispensable for pluripotency

To further investigate the role Cecr2 may play in pluripotency and differentiation, we inactivated *Cecr2* by CRISPR-Cas9–mediated gene editing in mESC (Fig. 6*A*) and confirmed the inactivation of Cecr2 at RNA (Fig. 6*B*) and protein levels (Fig. 6*C*). Cecr2 single or double allele knockout ESC are very similar to WT ESC in morphology (Fig. 6*D*), expression of pluripotent genes (Fig. 6*E*), and also the three germ layer markers expression when undergoing embryoid bodies differentiation *in vitro* (Fig. 6*F*). These data demonstrate that Cecr2 is dispensable for pluripotency or early embryonic development. We further tested the development potential of double allele knockout ESC by injecting the cells into diploid or tetraploid embryos followed by a transfer to pseudo pregnant mouse (Fig. 6*G*). No live embryos were obtained at 13.5 d.p.c(days post coitum) in tetraploid injection group, whereas 10 live chimera embryos were obtained in the diploid injection group (Fig. S6*A*), with 2 of 10 showing typical neural tube defected exencephaly (Fig. 6*H*). We further purified Cere2 KO MEFs by puromycin selection for MEFs derived from E13.5 chimera embryos (Fig. 6*H*). The Cecr2 KO MEF could be reprogramed into iPSC colonies successfully at an efficiency of ∼5% (Fig. 6*I*). Consistently, knockdown of Cecr2 by shRNA shows little impact on the reprogramming efficiency (Fig. S6*B*). These data suggested that Cecr2 is not essential for iPSC generation. However, Sall4 promotes reprogramming more significantly in WT MEFs than in Cecr2 KO MEFs (Fig. 6*J*). These data suggested that SALL4 promotes somatic cell reprogramming partially by CECR2.

**Figure 6:**
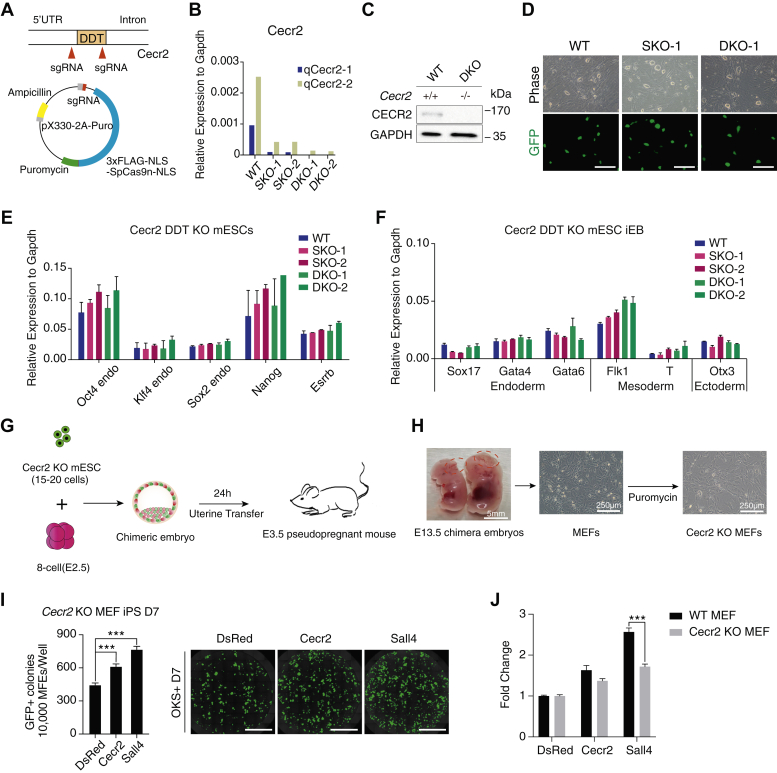
**Knockout of Cecr2 in mESCs.***A*, schematic of Cecr2 gene-targeting strategy. Two sgRNAs targeted DDT domain were transfected into mESCs with cas9. Cells were cultured feeder free in N2B27+2i+LIF(2iL) medium. *B*, qPCR analysis for the validation of Cecr2 knockout in mESCs. *C*, immunoblotting of CECR2 protein in Cecr2^+/+^ and Cecr2^−/−^ ESC in 2i+LIF medium. *D*, images of Cecr2 KO in Oct4-GFP reporter cell line under 2iL condition. (SKO, single allele knockout; DKO, double allele knockout). The scale bars represent 250 μm. *E*, relative expression of the pluripotency genes in Cecr2 WT, SKO, and DKO mESC. *F*, relative expression of the indicated genes representing early germ layer commitment during the embryonic body (EB) formation by Cecr2 WT, SKO, and DKO mESC. *G*, the work flow for the generation of Cecr2 knockout chimera embryos. *H*, chimeric embryos show the NTC exencephaly. Cecr2 knockout MEFs (Cecr2 KO OG2MEFs) were isolated from E13.5 embryos. Cecr2 knockout MEFs were selected by puromycin (2 μg/ml). *I*, numbers of Oct4-GFP+ colonies from 15,000 Cecr2 KO OG2-MEFs induced by OKS+Cecr2 or OKS+Sall4 in iCD1 culture conditions at day 7. *J*, the effect of Cecr2 knockout on OKS+Cecr2– or OKS+Sall4–induced reprogramming.

## Discussion

Transcriptional factor–based somatic reprogramming is a promising tool for both the study of fundamental mechanism in cell biology and the cell-based therapies in regenerative medicine. A challenge regarding optimization and standardization of this technic is the identification of a gene set that can achieve rapid and efficient iPSC generation in a quantifiable and predictable way. Previously, we demonstrated that Sall4 is the most indispensable transcriptional factor among a new set of 7F reprogramming factor cocktails by which high-quality iPSC colonies could be achieved rapidly and efficiently (15). In this study, we first confirmed the significant role of Sall4 overexpression in the classic Yamanaka factors Oct4/Sox2/Klf4–induced somatic cell reprogramming and further investigated the chromatin accessibility and gene expression dynamics. Importantly, we identified Cecr2, a histone acetyl-lysine reader, is an important responder of SALL4 in somatic cell reprogramming. These results indicate that Cecr2 acts as an effector of Sall4 to modulate the landscape of chromatin accessibility (Fig. 7), which improved our understanding for transcription factors-induced cell fate transition in lineage specification, *trans*-differentiation, and somatic cell reprogramming.

**Figure 7:**
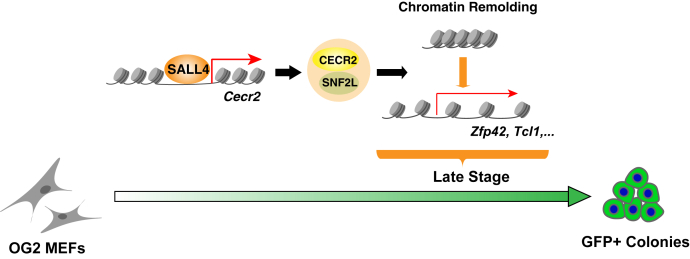
**A model for Sall4-Cecr2–mediated somatic cell reprogramming.** During somatic cell reprogramming, Cecr2 was upregulated by SALL4’s binding to its promoter region. The resulting CECR2 protein formed an SNF2L contained chromatin remodeling complex, which promotes somatic cell reprograming in the late stage.

In addition to the classic Yamanaka factors, a series of transcriptional factors have been reported to mediate somatic cell reprogramming (19). Among them, Oct4 was regarded to be the most important one, as single Oct4 alone can reprogram MEFs into the pluripotent state (20). Previously, Sall4 has been described as a “star” factor that links between stem cells, development, and cancer (16), and amounts of regulators, partners and targets of SALL4 were identified. Recently, our finding indicated that Sall4 showed an increasing importance beyond other reprogramming factors by a dropout assay in a newly setup 7F reprogramming cocktails (15). The identification of CECR2 extends the reprogramming factor family members. More importantly, CECR2 has been reported to be a member of an important family of chromatin modification complexes, and this finding will provide new insights into the mechanisms by which Sall4 regulates somatic reprogramming through epigenetic mechanisms, in particular by altering chromatin accessibility.

Chromatin modification complexes such as BAF have been reported to be involved in regulating somatic reprogramming (14). CECR2 has been reported to be involved in somatic reprogramming for the first time. Interestingly, CECR2 has been reported to form chromatin modification complex with SNF2L (20), suggesting that this complex may be involved in chromatin accessibility changes during Sall4-driven somatic reprogramming, thereby facilitating the somatic reprogramming process. It is important to note whether this CECR2-dependent SALL4-driven chromatin modification process is specific to somatic reprogramming or not. In addition, it is necessary to investigate whether there are similar mechanisms in the fate determination of other cells.

## Experimental procedures

### Cell culture

Male Oct4–GFP transgenic allele carrying mice (CBA/CaJ × C57BL/6J) were bred with 129Sv/Jae female mice to get OG2MEFs from 13.5 d.p.c mouse embryos. ODMEFs were isolated from 13.5 d.p.c mouse embryos from hybrids of Dppa5a-tdTomato reporter male mice (129) and OG2 female mice (CBA/CaJ × C57BL/6J). MEFs and PlatE cells were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS), non-essential amino acids(NEAA) and GlutaMAX supplement. mESCs were maintained on feeder layers with mES+2i medium (DMEM, 15% FBS, NEAA, GlutaMAX, β-Mercaptoethanol, PD0325901, Chir99021, LIF) or feeder free with N2B27+2i medium (knockout/DMEM, DMEM, N2, B27, NEAA, GlutaMAX, β-ME, PD0325901, Chir99021, LIF).

### Generation of iPSCs

A total of 8 × 10^6^ plat-E cells were seeded into 100-mm dish 1 day before transfection. Calcium phosphate transfection was performed when cell confluence reached 80%. Retrovirus supernatants were collected 48 and 72 h post transfection and filtered by 0.45-μm filter (Millipore). Retrovirus supernatants could be stored at room temperature for 24 h About 12 to 24 h before infection, MEFs were seeded into 12- or 24-well plate at a density of 5000 cells/cm^2^. Each retrovirus supernatant and MEFs culture medium were mixed at a ratio of 1:1 with 4 g/ml polybrene to infect MEFs. After twice infection, MEFs were changed to iCD1 medium (21) and the day was defined as day 0. GFP+ colonies and td-Tomato+ colonies at different time points were counted to indicate reprogramming efficiency.

### Generation of Cecr2 knockout OG2 mESCs

The Cecr2 knockout mESC line was generated by genome editing using CRISPR-Cas9. In brief, two pX330-puro vectors containing sgCecr2-1/2 were transfected into OG2 mESCs with lipo3000 in a ratio of 1:1. The colonies were selected by puromycin (2 μg/ml) for 3 days. The sgRNA used for genome editing and PCR primers used for knockout identification were listed in Table S1.

### Flow cytometry

Reprogramming cells were collected at different days and digested by 0.25% trypsin. Cells were suspended with flow cytometry buffer (PBS with 2% FBS). After being filtered, suspensions were analyzed with Fortessa cytometer (BD Biosciences, San Jose, CA). The flow cytometry data were analyzed using FlowJo software.

### Western blot

Western blots were performed using typical laboratory procedures with the antibodies anti-CECR2 (sc-514878, Santa Cruz Biotechnology) and anti-GAPDH (MAB374, Millipore).

### Luciferase activity analysis

The pGL3-reporters were designed according to mESCs ATAC-seq and mESCs Sall4 ChIP-seq result. The analysis result indicated that Sall4 regulated Cecr2 at the TSS site. We constructed DNA sequences TSS ± 1kb and TSS-2kb into pGL3-Basic vector. 293T cells transfected with pMX-Sall4 were planted in 24-well plates at a density of 200,000 per well, and the pGL3-Basic vector (0.5 μg per well)/pGL3-reporter (500 ng per well, pGL3-TSS ± 1kb/pGL3-TSS-2kb) were co-transfected into the cells with TK-Renilla (5 ng per well) using Lipo3000 Transfection Reagent (L3000015, Invitrogen) according to the manufacturer’s instructions. Forty-eight hours after transfection, the cells were washed with PBS and lysed in PLB (Promega), and the luciferase activity was detected according to the instructions for the Dual-Luciferase Reporter Assay System (Promega).

### Coimmunoprecipitation

Plat-E cells were transfected with pMX-Cecr2-HA/pMX-Cecr2 ΔDDT-HA and pMX-Smarca1-3×FLAG at the same time. Thirty-six hours after transfection, cells were digested, counted, and lysed. One milliliter lysis buffer (150 mM NaCl, 50 mM Tris-HCl pH 7.4, 2 mM EDTA, 1% NP-40, and protease inhibitors) was used to lyse 1 × 10^7^ cells. Cells were lysed for 30 min at 4 °C. The lysates were centrifuged (13,000*g* for 10 min) and only the supernatant was collected. Immunoprecipitation was performed by 400 μl supernatant and 20 μl anti-HA beads (88837, Thermo Scientific) for 40 min at room temperature. Beads were washed with lysis buffer for five times and then boiled in SDS loading buffer for 10 min to resuspend sample. Antibodies used for coIP were anti-HA (3724s, CST); anti-FLAG (F1804, Sigma).

### Immunoprecipitation-MS

Whole cell extracts of reprogramming cells at day 3 with Cecr2-FLAG/DsRed-FLAG overexpression (OKS+Cecr2-3×FLAG/OKS+DsRed-3×FLAG) were prepared using lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 10% glycerol, 0.5% NP40) with freshly added Complete Protease inhibitors (Sigma, 1187358001). Cells were incubated for 2 h at 4 °C with rotation. Soluble cell lysates were collected by centrifugation (12,000*g*, 15 min at 4 °C). One milligram of cell lysates was incubated with either FLAG antibody or matched IgG overnight at 4 °C with rotation. Combined Protein A/G magnetic beads (Bio-Rad, 1614833) were added for another 1.5 h. Beads were then washed three times with wash cell lysis buffer and one time with PBS. After complete removal of PBS, immunoprecipitated proteins were digested using on-bead digestion protocol as described before (22). Briefly, beads were incubated with 100 μl of elution buffer (2 M urea, 10 mM DTT, and 100 mM Tris pH 8.5) for 20 min. Then, iodoacetamide (Sigma, I1149) was added to a final concentration of 50 mM for 10 min away from light, followed by 250 ng of trypsin (Promega, V5280) for partial digestion for 2 h. After incubation, the supernatant was collected in a separate tube. The beads were then incubated with 100 μl of elution buffer for another 5 min, and the supernatant was collected in the same tube. All these steps were performed at RT in a thermoshaker at 1500 rpm. Combined elutes were digested with 100 ng of trypsin overnight at RT. Finally, tryptic peptides were acidified to pH < 2 by adding 10 ml of 10% TFA (trifluoroacetic acid, Sigma, 1002641000) and desalted using C18 Stagetips (Sigma, 66883-U) prior to MS analyses.

### Induction of embryoid bodies *in vitro*

In order to induce embryoid bodies differentiation *in vitro*, mESCs were digested by 0.05% trypsin and cultured in suspension at a density of 1000 cells/20 μl. Suspension medium was mES medium (DMEM, 15% FBS). After 6 days of induction, embryoid bodies were collected and lysed with TRIzol to analyze germline genes expression. Germline genes include endoderm (Sall4, Sox17, Gata4, Gata6), mesoderm (Flk1, T), and ectoderm (Nestin, Sox1).

### Generation of Cecr2 knockout MEFs

In order to get Cecr2 knockout MEFs, puromycin-resistant Cecr2 knockout OG2 mESCs were incubated with one or two E2.5 embryos to form chimeric or tetraploid embryos. In brief, E2.5 embryos were treated with acid Tyrode's solution to remove zona pellucida. Then one or two embryos was incubated with 15 to 20 Cecr2 knockout OG2 mESCs in incubator for 24 h to form blastocyst, followed by implantation into pseudopregnant ICR female mice. Chimeric MEFs were isolated from E13.5 embryos. Cecr2 knockout MEFs were selected by puromycin (2 μg/ml) for the following 3 days. All of the animal experiments were performed with the approval and according to the guidelines of the Animal Care and Use Committee of the Guangzhou Institutes of Biomedicine and Health.

### RT-qPCR and RNA-Seq

Total RNA was extracted with a TRIzol-based protocol and converted into cDNAs with ReverTra Ace (Toyobo) and oligo-dT (Takara), and then analyzed by qPCR with Premix Ex Taq (Takara). Libraries were constructed according to the instructions for the Illumina TruSeq RNA Sample Prep kit (RS-122-2001, Illumina). Sequencing was performed on a MiSeq instrument with Miseq Reagent Kit V2 (MS-102-2001, Illumina). Data were analyzed with RSEM software. The qPCR primers for pluripotent genes, Germline genes, and Cecr2 expression–related genes used in this research can be found in Table S2.

### ATAC-seq

ATAC-seq was performed as previously described (23). In brief, 50,000 cells were collected and washed once with 50 ml cold PBS. Then 50 ml lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.2% (v/v) IGEPAL CA-630) was used to resuspend cells. The suspension was then centrifuged at 500*g* for 10 min at 4 °C, followed by addition of 50 ml transposition reaction mix (25 ml TD buffer, 2.5 ml Tn5 transposase, and 22.5 ml nuclease-free H_2_O) of Nextera DNA library Preparation Kit (96 samples) (FC-121-1031, Illumina). After suspension, samples were amplified by PCR and incubated at 37 °C for 30 min. DNA was isolated using a MinElute Kit (QIAGEN). ATAC-seq libraries were subjected to five cycles of preamplification first to determine the number of cycles required for the second round of PCR. Then the amplified libraries, amplified by PCR for an appropriate number of cycles, were purified with a Qiaquick PCR (QIAGEN) column. The concentration of library was measured using a KAPA Library Quantification Kit (KK4824). Library integrity was checked by gel electrophoresis. Finally, the ATAC library was sequenced on a NextSeq 500 using a NextSeq 500 High Output Kit v2 (150 cycles) (FC-404-2002, Illumina).

### ChIP-seq

Sall4 ChIP was performed with CUT&Tag (Cleavage Under Targets and Tagmentation, Hyperactive pA-Tn5 Transposase for CUT&Tag, S603-01, Vazyme) method. In brief, 60,000 mESCs were collected and bounded to Concanavalin A–coated beads. Then cells were resuspended in antibody buffer and incubated with primary (SALL4A, abcam, ab29112) and secondary antibodies in order. Then samples were incubated with pA-Tn5 transposase. After transposon activation and tagmentation, DNA was isolated, amplified, and purified to construct ChIP-seq library. The ChIP DNA library for NextSeq 500 sequencing was constructed with VAHTS Turbo DNA Library Prep Kit for Illumina (Vazyme Biotech) according to manufacturer’s instructions. AMPure XP beads were used for purification steps. The library was quantified with VAHTS Library Quantification Kit for Illumina (Vazyme Biotech). Libraries were sequenced on an Illumina NextSeq 500 v2 using 50-bp paired-end reads.

### ATAC-seq analysis

All the sequencing data were mapped onto the mm10 mouse genome assembly using the bowtie2 software. Low-quality mapped reads were removed using samtools (view –q 35) and only unique reads mapping to a single genomic location or strand were kept. We removed mitochondrial sequences using ‘grep –v ‘chrM’. Biological replicates were merged, and peaks were called using dfilter (24) (with the settings: -bs = 100 –ks = 60 –refine). BigWig files were produced by genome Coverage Bed from bedtools (scale = 107/<each_sample’s_total_unique_reads >) and then bed graph to BigWig. Gene ontology and gene expression measures were first called by collecting all transcription start sites within 10 kb of an ATAC-seq peak and then performing GO analysis with goseq (25). Other analysis was performed using glbase (26).

### RNA-seq, ChIP-seq analyses

RNA-seq clean reads were mapped to mouse transcript annotation of Gencode vM15 version on mm10 genome using RSEM (27). We chose *trans* per million value for the normalization and evaluation of gene expression levels. Meanwhile, ChIP-seq clean reads were mapped to mm10 genome using Bowtie2 package (28). Then we applied MACS2 (29) and Dfilter (24) to call the enriched peaks, then used Deeptools (30) and Homer (31) to calculate the ChIP-seq peak profiles near the gene. Data analysis and visualizations were performed in R environment.

## Data availability

ATAC-seq, RNA-seq, and ChIP-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE147678, GSE147679, and GSE147680, respectively. A super series of all datasets can be found at GSE147681. Previously published OKS and mESCs ATAC-seq data that were reanalyzed here are available under accession code GSE93029. Previously published 7F RNA-seq data that were reanalyzed here are available under accession code GSE127927. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

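RNA-seq libraries of 3 groups of mouse embryonic fibroblasts in reprogramming were analysed, infected with OKS and DsRed, Sall4 or Cecr2 and taken on days 0, 1, 3, 5 and 7 in iCD1 medium. There are 15 conditions with 2 libraries each, 30 in all. The group, day and replicate number of a library were taken from its label and from the paper, which gives the same groups and days and 2 independent experiments. The replicate numbers in the labels also give the pairing, since the number is the only record of the experiment. The library kit and instrument in the paper's methods differ from those in the labels, and neither tells which library was made in which way.

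The authors mapped the reads with RSEM to the mouse transcripts of Gencode vM15 on mm10 and deposited 1 table per library with 54752 genes. The deposited expected counts are RSEM's estimates of the reads per gene, without normalization, in which reads that map to several transcripts are divided between them. Genes with near-identical copies or pseudogenes, such as Nanog and Zfp42, and genes that overlap are therefore less certain. The deposited TPM values were made by the authors with RSEM and are corrected for effective length and scaled to the same total in each library. The version of RSEM, the trimming of reads and the strand setting are not given in the paper's text. No replicates were pooled in the tables, while the legends of Fig. 2A and Fig. 4A say that the experiments were merged in the paper's own comparisons. Gene names and positions came from Gencode vM21 on GRCm38, matched by gene identifier without the version for 54723 of the 54752 genes.

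The total of expected counts per library was 1766698 to 12785021, with a median of 4374998. It was 3597081 to 5163700 in replicate 1 and 1766698 to 12785021 in replicate 2. The difference between a gene's length and its effective length, which follows read or fragment length, was 160.5 to 202.33 bases in replicate 1 and 73.43 to 73.49 bases in replicate 2. Each group and day has 1 library of each kind, so that this difference does not fall together with a group or a day. At these depths, genes with a few reads per library are measured with a large counting error, and 35064 genes had at least 1 read in any library.

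Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered by filterByExpr with its minimum count of 10, which left 15863 genes, and normalized by TMM. All 30 libraries were fitted in 1 quasi-likelihood model with 1 coefficient per condition and no block, with 15 residual degrees of freedom. Comparisons with OKS+DsRed were made on each day, as the mean over the 5 days, and as the mean of days 5 and 7 minus that of days 0, 1 and 3. OKS+Sall4 was compared with OKS+Cecr2 in the same way. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. The paper's text names no test or threshold for its own gene counts. Where a gene has a condition without reads, the coefficient of that condition is undefined, and the mean over days is then unreliable in both its size and its p-value. No standard error is given for such genes. The standard errors given were worked back from the test, as the size of the log2 fold change divided by the square root of its F statistic. They are not estimated apart from the test.

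Log2 ratios within 1 experiment were computed from TMM-normalized CPM with a prior count of 2. Lists of genes were fixed before the data were examined. They are the 33 genes of the heatmaps in Fig. 2C and Fig. 4B, the genes of Table S3, and lists of 54 interferon response, 44 DNA replication and 31 mesenchymal genes written by hand. No GO annotation was used here. Lists were tested with camera in limma 3.58.1 at the preset correlation between genes of 0.01, with the p-values adjusted over the 8 set tests. Distances between groups were tested on log2 CPM of the 2000 most variable genes by an exact permutation test over all splits of the 4 libraries of each day into 2 and 2. The alternative that keeps same-numbered pairs apart was planned with 16 splits. The rule it names gives 32 splits, and 32 were used.

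The rule for the genes named was set before the data were examined. It takes every gene that the paper's text, Fig. 2C, Fig. 4B or Table S3 names, the overexpressed genes, and for each comparison with OKS+DsRed the 5 genes with the largest mean change in each direction among those called, changed in the same direction in both experiments on every day, and with a mean of at least 10 counts per library. Sall4, Cecr2, Oct4 (Pou5f1), Sox2 and Klf4 are left out of these largest changes, since their reads include those from the retroviruses. No gene met the rule for the largest changes in OKS+Cecr2. TPM values are given as mean and SD of 2 libraries.

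The alternatives tried were the replicate number as a block, DESeq2 1.42.0, limma on log2(TPM + 1), no filter on low counts, no fold-change minimum, a fit of the 2 compared groups alone, a gene called on at least 1 day, a 2-fold mean change in TPM without a test, fry in place of camera, an estimated correlation between genes, other gene sets and units for the distances, pseudocounts of 1 and 0.1, and leaving out each replicate. Leaving out day 7, 1 coefficient per day and factor in place of 1 per condition, and a block crossed at day 7 were added after the data were seen. Other splits of the libraries were drawn 22 times from the 512 that part each of the 10 same-numbered pairs, the real one included. Fewer than 100 were drawn because of the time each fit takes. The code was tested on simulated counts made from the means and sizes of the real libraries, with 200 of 15863 genes changed. It recovered 188 with 2 false calls for the mean over days and 149 with 6 false calls for day 7, and made 0 calls in the comparison without changed genes. The simulation gave a gene the same spread on every day and changed no genes with low mean counts. The real OKS+Sall4 replicates were 96.8 apart on day 7 and 64.5 on day 5. The share recovered for day 7 thus checks the code and does not measure what the real day 7 libraries can show. The tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the plots drawn with matplotlib 3.10.9. The libraries of MEFs and ESCs, of 7F-induced reprogramming, and the ATAC-seq and ChIP-seq experiments were not analysed here.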

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

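The test that leaves out day 7 was chosen only after the results were seen, and the others in this part were planned before the data were examined.

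Among the 5 days of a group in 1 experiment, 4 libraries stood apart from the other 4 days by Dixon's ratio. With 6 series of 5 libraries tested on 4 measures, 24 tests in all, about 1.2 would stand apart by chance. The libraries of a series are different days and not replicates, so that a change over time can have the same effect. The gap between a gene's length and its effective length was 202.33 bases in the library labelled OKS+DsRed day 7 replicate 1, against 166.49 to 175.75 bases on the other days of that series. If longer fragments changed the expression values, the difference between the replicates would follow transcript length more than on the other days. The correlation across genes of that difference with transcript length was 0.0149 for this library, against −0.0111 to 0.228 for the other conditions. It was thus not raised. On day 7 itself, the correlation was 0.159 in OKS+Sall4 and 0.228 in OKS+Cecr2. Each such difference also holds that between the experiments in read or fragment length, so that a length effect is not excluded. The library labelled OKS+DsRed day 7 replicate 1 is also 1 of the 2 whose Sall4 expression goes against the label.

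The library labelled OKS+Sall4 day 0 replicate 1 had the fewest genes with at least 1 read in its series, 18392. The 10 most abundant genes took 8.12% of the counts in the library of OKS+Cecr2 day 0 replicate 2 and 7.98% in that of OKS+Sall4 day 0 replicate 2. Day 0 had the fewest genes detected in 5 of the 6 series and the highest share of the 10 most abundant genes in 5 of the 6. These 3 values thus go with the day in most series of both experiments. No technical or biological explanation was tested for them.

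The effects of Sall4 and Cecr2 on 4 lists of genes differed when the 2 groups were compared directly, over the mean of the 5 days (camera with Benjamini-Hochberg adjustment over 4 tests). Interferon response genes were lower with Sall4 than with Cecr2, with a median log2 fold change of −1.03 and an adjusted p of 3.6e-11 (1.5e-09 with the replicate block, 8.2e-11 without day 7). Mesenchymal genes were lower, with a median of −0.36 and an adjusted p of 9.1e-06 (8.7e-06 with the block, 2.2e-07 without day 7). DNA replication genes were higher, with a median of 0.22 and an adjusted p of 6.3e-05 (1e-05 with the block, 5e-04 without day 7). The genes of Fig. 2C, which the paper shows for these same libraries, were higher, with a median of 1.42. Their adjusted p was 0.0032 (0.0055 with the block, 0.0037 without day 7). Within the 10 same-numbered pairs of libraries, the median of the list was in that direction in 7 for interferon response genes, 8 for mesenchymal genes, 8 for DNA replication genes and 6 for the Fig. 2C genes.

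If these differences came from the way the libraries are grouped, other splits that part every same-numbered pair would give set tests as strong. Of 22 splits, the real one included, 8 did for interferon response genes, 4 for DNA replication genes, 6 for the genes of Fig. 2C and 3 for mesenchymal genes. A split that exchanges some pairs keeps the effect in the others, so that these counts do not settle whether the grouping accounts for the differences. GC content and gene length were tested with 10000 random lists matched on both. The share of random lists with a median as far from 0 was 1e-04 for the interferon response, Fig. 2C and mesenchymal genes, the smallest share that 10000 lists can give, and 6e-04 for DNA replication genes, so that GC content and length do not account for the medians. That interferon response genes are lower with Sall4 than with Cecr2 remains a hypothesis, found and tested on the same data.

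The effect of Sall4 against DsRed differed between late and early days (days 5 and 7 against days 0, 1 and 3) for 103 genes, 18 higher and 85 lower, by edgeR's quasi-likelihood test on the difference itself. With the replicate block there were 167, where same-numbered replicates had correlations of 0.424 to 0.585 on days 0 to 5 and −0.267 on day 7, and without day 7 there were 363. Of 22 splits that part every same-numbered pair, 4 gave at least as many genes, the real split included. A split that exchanges the pairs of late days turns a mean effect into a late minus early one, so that this count does not settle whether the effect changes with time. The library labelled OKS+Sall4 day 7 replicate 1 and that labelled OKS+DsRed day 7 replicate 1 enter the late days, and their Sall4 expression is opposite to their labels.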

How the results depend on the processing

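Leaving out day 7, 1 coefficient per day and factor, and the block crossed at day 7 were chosen only after the results were seen, and the other settings before the data were examined.

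Over the mean of days, 282 genes were called up and 518 down in OKS+Sall4 against OKS+DsRed. With limma on log2(TPM + 1), the counts were 139 and 318. Without a fold-change minimum they were 1283 and 1785, called on at least 1 day 529 and 862, and by a 2-fold mean change in TPM without a test 180 up and 388 down. Across the 2 fits that each left out one replicate, genes up ranged from 0 to 291 and genes down from 0 to 648. The counts of 0 came from replicate 1 alone, where 1575 genes had an unadjusted p under 0.05. Without day 7 the counts were 439 and 704. With 1 coefficient per day and factor they were 391 and 628, of which 253 and 465 are among the genes of the main setting. With DESeq2 the counts were 328 and 578, without the filter on low counts 344 and 666, and with only the 2 groups fitted 247 and 447. The cause of the other changes was not tested.

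The counts of single days moved as well. On day 0 (103 genes), DESeq2 gave 155, no filter on low counts 373, and a fit of the 2 groups alone 41. Without the filter, day 1 (360) gave 822, day 3 (713) gave 1366 and day 5 (886) gave 1617. Without a fold-change minimum, day 3 gave 1106, and with only the 2 groups fitted, day 3 gave 457 and day 5 gave 240. On day 7, where 0 genes were called and 373 had an unadjusted p under 0.05, DESeq2 gave 1 gene down, and no filter gave 39 up and 80 down. For the late minus early effect of Sall4 (103), DESeq2 gave 180, limma 58, no filter 508, the 2 groups alone 33, and the fit without day 7 363. The difference between Sall4 and Cecr2 (844) was 2984 without a fold-change minimum. The cause was not tested.

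With the replicate number as a block, day 0 gave 162 genes and the late minus early effect of Sall4 gave 167, and the distance between groups at day 7, relative to the mean distance between replicates over all days, rose from 0.433 to 0.82 for Sall4 and from 0.523 to 1.20 for Cecr2. The mean over days with the block gave 307 up and 553 down for Sall4 and 1 up and 0 down for Cecr2 (401 genes at an unadjusted p under 0.05 without the block). The set test of mesenchymal genes in OKS+Cecr2 changed direction with the block, at an adjusted p of 0.99 on both sides (camera with Benjamini-Hochberg adjustment). Since same-numbered libraries of OKS+Sall4 and OKS+DsRed varied opposite to each other on day 7 (correlation −0.267), the pairs were also crossed there. The crossed block gave 308 genes up and 569 down over the mean of days.

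For OKS+Cecr2, the 1 gene up and 0 down over the mean of days became 17 and 20 without the filter on low counts and 26 and 35 by a 2-fold change in TPM without a test. Genes up ranged from 2 to 12 and genes down from 0 to 7 across the 2 fits that each left out one replicate. On day 0 (1 gene), DESeq2 gave 3, limma 2 and no filter 46, on day 1 (1 gene) 2, 2 and 43. On day 3 (1 gene), DESeq2 gave 3 and no filter 55, and on day 5 (1 gene) no filter gave 14. On day 7 (0 genes, 454 at an unadjusted p under 0.05), limma gave 1 gene up, and no filter gave 22 up and 47 down. The late minus early effect (0 genes, 233 at an unadjusted p under 0.05) gave 31 genes without the filter. The other settings stayed at the counts of the main setting. The cause was not tested.

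The set tests rest on the preset correlation between genes. With an estimated correlation, the Benjamini-Hochberg adjusted p from camera was 0.60 for each of the 4 lists in OKS+Sall4, and in OKS+Cecr2 0.68 for the interferon response, DNA replication and Fig. 2C genes. With fry, a self-contained test, it was 0.069, 0.086 and 0.069 for the interferon response, DNA replication and Fig. 2C genes in OKS+Sall4, where mesenchymal genes were at 0.039, and 0.81 for the interferon response and DNA replication genes in OKS+Cecr2. Without day 7, DNA replication genes in OKS+Cecr2 had an adjusted p of 0.15 and the Fig. 2C genes 0.035, against 0.014 and 0.051 with all days. The distance between groups stayed above p = 0.05 in each setting run (exact permutation tests), at 0.177 to 0.543 for Sall4 and 0.219 to 0.918 for Cecr2 over all days, and at 0.0617 and 0.815 without day 7.

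The median log2 fold change of the Fig. 2C genes on day 7 ranged from −2.02 to 2.29 for Sall4 and from −1.09 to 1.06 for Cecr2 across the fits that each left out one replicate. The replicates thus give opposite signs, and the medians of the fit to both, 0.32 and −0.40, describe neither replicate alone. With the replicate block they were 0.38 and −0.37. The count of Table S3 genes of Sall4 rose from 9 to 16 with 1 coefficient per day and factor, where a condition without reads no longer leaves a coefficient undefined.

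Of 75 results on single named genes, 5 genes in OKS+Cecr2 against OKS+DsRed changed direction in some setting with a test, with an adjusted p of 1 in each of these settings (Benjamini-Hochberg adjustment, as in edgeR's quasi-likelihood test). The log2 fold change of Nanog was 0.0216 with DESeq2, 0.20 with limma and 0.22 with 1 coefficient per day and factor, against −0.21. That of Zfp42 was 0.0846, 0.24 and 0.45, against −0.13. That of Dppa2 was 0.21 with limma and 0.31 with 1 coefficient per day and factor, against −1.39. T was at 0.0573 with DESeq2, against −0.30, and Esrrb at −0.11 with 1 coefficient per day and factor, against 0.78. In the other settings with a test, 239 values on single genes were on the same side, 10 were weaker and 18 stronger. Of 150 values with one replicate left out, 63 moved by more than the spread between replicates. Some changed direction there, as on day 7 with replicate 2 left out Nanog (−1.85, against 0.17), Esrrb (−2.97, against 0.17) and Dppa3 (−2.16, against 0.50) in OKS+Sall4 and Fzd10 (−0.81, against 0.18), Zfp42 (−0.47, against 0.35) and Zscan10 (−0.55, against 0.49) in OKS+Cecr2.

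Depth limits the genes with few reads. In 1250 genes for Sall4 and 1133 for Cecr2, a condition has no reads at all, and the mean over days is unreliable for them. The blocked distance test was planned with 16 splits and run with the 32 that its rule gives. No setting planned before the data were examined was left out.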

Differences from the paper's values

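The tests named as added in this part were chosen only after the results were seen.

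For genes upregulated by Sall4, the paper's value is 921, and 282 were called here. Of the alternatives set before the data were examined, the call without a fold-change minimum (1283) is within 1.5 times of the paper's 921. That call gave 1785 genes down, though, against the paper's 753, to which the 518 called here were within 1.5 times, so that it does not bring both counts near the paper's. The replicate block (307), DESeq2 (328), limma on log2(TPM + 1) (139), no filter on low counts (344), a fit of the 2 groups alone (247), a call on at least 1 day (529), a 2-fold TPM change without a test (180), and leaving out replicate 1 (291) or replicate 2 (0, with 1575 genes at an unadjusted p under 0.05) are not. Of the settings added after seeing the values, leaving out day 7 gave 439, 1 coefficient per day and factor 391 and the crossed block 308, and exchanging the 2 libraries of day 7 replicate 1 gave 447, none of which closes the gap.

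For genes upregulated by Cecr2, the paper's value is 615, and 1 was called here. For genes downregulated by Cecr2, the paper's value is 396, and 0 were called here, with 401 genes at an unadjusted p under 0.05 over both directions. Over the mean of days, the highest counts under an alternative set before the data were examined were 26 and 35. These came from a 2-fold mean change in TPM without a test. None of the alternatives set before the data were examined, and none added after seeing the values, closed either gap.

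For stem cell–related genes regulated by both factors, the paper's value is 8, and 0 were called in both here. For genes regulated by Cecr2 alone, the paper's value is 3, and 0 were called in OKS+Cecr2 here. For genes regulated by Sall4 alone, the paper's value is 26, of which 8 were called in OKS+Sall4 and not in OKS+Cecr2 here. The last count was 3 to 8 across the alternatives set before the data were examined and 10 with 1 coefficient per day and factor, chosen after seeing the values. None of the alternatives set before the data were examined closed these gaps. With 1 coefficient per day and factor, chosen after seeing the values, 6 of the 8 genes listed for both factors were called in OKS+Sall4, and 0 in OKS+Cecr2. With DESeq2 and with limma, 3 of the 8 were.

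The paper states that the pluripotent genes Nanog, Esrrb and Dppa3 are higher in OKS+Sall4 samples. On day 7 by the labels, the log2 fold changes were 0.17, 0.17 and 0.50, with adjusted p = 1 for each in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3 genes were called up on day 5 (4.93, 6.83 and 5.06), Nanog and Esrrb also on day 3 (6.81 and 6.06), and Nanog over the mean of days (3.42). The paper states that Fzd10, Zfp42, Zscan10 and Fbxo15 are higher at the later stage with Cecr2. Their log2 fold changes were 0.84, 0.33, 1.22 and 0.34 on day 5 and 0.18, 0.35, 0.49 and −0.49 on day 7, where Fbxo15 was at −1.20 in replicate 1, whose control is the library labelled OKS+DsRed with high Sall4, and at 0.39 in replicate 2. The adjusted p was 1 for each of the 4 genes on both days in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper places the day 7 end point of OKS+Sall4 nearer to ESCs than that of OKS+DsRed. ESC libraries were not analysed here, and the distance between these groups on day 7 was 0.433 of the mean distance between replicates over all days. The paper lists Sema4a as upregulated by Cecr2, and its log2 fold change was −0.26 here. Sall4, listed for Cecr2 alone, was called in OKS+Sall4 here, where its reads include those from the retrovirus.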

Other observations

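Some tests on the libraries of day 7 replicate 1 were chosen only after the result was seen. These are the exchange of that pair, the splits of day 7, depth, a mixed sample and the loss of Sall4 expression. The other tests in this part were chosen before.

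In the day 7 libraries of replicate 1, Sall4 expression is opposite to the labels (22.24 TPM in the library labelled OKS+Sall4 and 112.1 TPM in that labelled OKS+DsRed, against 190.59 and 27.79 TPM in replicate 2). A candidate explanation is that the labels of these 2 libraries are exchanged. Of 519 genes changed by Sall4 on days 0 and 1 (228 up and 291 down), without the Fig. 2C genes and those carried by the retroviruses, the mean log2 ratio in the direction of that change was 1.49 to 1.90 on days 0 and 1, by which the genes were chosen, 0.928 to 1.77 on days 3 and 5 in both experiments, and 0.639 on day 7 in replicate 2, with 353 of 519 genes in the same direction. On day 7 in replicate 1 it was −0.481, with 163 of 519 in the same direction. When the libraries of 1 same-numbered pair at a time were exchanged, the genes called over the mean of days were 15 to 537 for 9 of the 10 pairs, and 1228 (447 up, 781 down) with the pair of day 7 replicate 1 exchanged, against 800 by the labels. Within replicate 1 alone, leaving out day 7 gave 599 genes (209 up, 390 down), while with all days or any other day left out 0 were called and 634 to 1575 had an unadjusted p under 0.05. Within replicate 2 alone, 939 genes were called with all days and 261 to 1046 with 1 day left out. Of the 3 splits of the 4 libraries of day 7, the labels gave 0 genes (373 at an unadjusted p under 0.05), replicate 1 against replicate 2 gave 0 (1148 at an unadjusted p under 0.05), and exchange of the 2 libraries of replicate 1 gave 1254 (429 up, 825 down). Each of these results is what an exchange would give.

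The transcript length of Sall4, which could tell the retroviral from the endogenous transcript, did not separate the groups. It was 4433 bases in the library labelled OKS+DsRed and 4245 bases in that labelled OKS+Sall4, while it was 4273 to 4759 bases in OKS+Sall4 on earlier days of replicate 1 and 3364 to 5073 bases in the other replicate 1 libraries with at least 20 counts of Sall4. Depth does not account for the pattern, since neither library stood apart in total counts (largest Dixon's ratio 0.56, against a critical value of 0.71). A mixture of the 2 samples in which each library kept mostly its own sample would shrink the difference between them and not reverse it, while Sall4 was at 22.24 TPM in the library labelled OKS+Sall4 and at 112.1 TPM in that labelled OKS+DsRed, and the mean log2 ratio above was −0.481. A mixture with most of the other sample in at least 1 library was not tested apart from an exchange. Loss of Sall4 expression from the retrovirus alone would lower Sall4 in the library labelled OKS+Sall4 only, but that labelled OKS+DsRed is at 112.1 TPM. Sall4 also rose without its retrovirus, to 31.14 and 44.04 TPM in OKS+Cecr2 on day 7. Such a loss joined with a difference in how far the 2 cultures were reprogrammed was not tested apart from an exchange. An exchange of the 2 labels remains a hypothesis, found and tested on the same data. The mapping was not changed, and every value by the labels at day 7 and over the mean of days is given with this in mind.

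The counts over the mean of days were set against other splits of the 20 libraries of a comparison that part every same-numbered pair, 22 splits with the real one included. For Sall4 against DsRed, 2 of the 22 splits gave as many genes up, 2 as many genes down, and 2 as many Table S3 genes. The other split with as many genes, 1041, exchanges 2 of the 10 pairs against the labels, that of day 0 replicate 2 and that of day 7 replicate 1, and 18 of the 21 other splits gave 0 genes. For the set tests, 12 of the 22 splits were as strong for interferon response genes, 5 for DNA replication genes, 1 for the Fig. 2C genes and 2 for mesenchymal genes. For Cecr2 against DsRed, 1 of the 22 splits gave as many genes up, which is the retroviral Cecr2 itself, and a count of 0 genes down, 0 late minus early genes and 0 Table S3 genes is reached by all 22 splits and shows nothing (401 and 233 genes at an unadjusted p under 0.05 for the mean over days and late minus early). For its set tests, 11 of the 22 splits were as strong for interferon response genes, 6 for DNA replication genes, 2 for the Fig. 2C genes and 22 for mesenchymal genes. For Sall4 against Cecr2, 1 of the 22 splits gave as many as the 844 genes, the real one, and the largest other split gave 623. A split that exchanges a few pairs keeps the effect in the others, so that these counts do not measure the grouping of the libraries alone.

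The effect of Sall4 on day 5 may be in part a shift along the time course of OKS+DsRed. Across 15858 genes, the log2 ratio of OKS+Sall4 to OKS+DsRed in replicate 1 on day 5 had a correlation of r = 0.426 (Spearman's rho = 0.453) with the change of OKS+DsRed from day 5 to day 7 in replicate 2. Genes are not independent replicates. Of 885 genes called on day 5, 838 (94.7%) went in the same direction, a share that is raised by the OKS+DsRed library of day 5 replicate 2, which enters both the calls and the change. The test used the library labelled OKS+DsRed day 7 replicate 2, which is not in question. It does not show that the genes changed by time and by Sall4 have the same cause.

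Interferon response genes were higher with Sall4 on day 1 and lower on days 3 and 5. If the experiments differed in this, the direction would not be shared between them. The median log2 ratio on day 1 was 0.491 in replicate 1 and 0.325 in replicate 2, on day 3 −1.44 and −1.30, and on day 5 −2.07 and −3.26, with 54 of 54 genes lower in each. A difference between experiments thus does not account for the change of direction. On day 7 it was −3.46 in replicate 2 and 1.66 in replicate 1, between the 2 libraries whose labels are in question. The change remains a hypothesis, found and tested on the same data.

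Under Sall4, Cecr2 was at 4.85 ± 5.64 TPM (SD, n = 2) on day 5 and 0.085 ± 0.12 TPM in OKS+DsRed, a log2 fold change of 4.66 with an adjusted p of 0.065 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.042 with the replicate block, where same-numbered replicates had a correlation of 0.585. On day 7 it was at 0.72 and 4.94 TPM in the libraries labelled OKS+Sall4 and at 2.57 and 0.04 TPM in those labelled OKS+DsRed, in replicates 1 and 2. Over the mean of days, the log2 fold change was 1.58 (adjusted p = 0.44 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 9 genes that the paper selected from 7F-induced reprogramming, 3 were called up in OKS+Sall4 over the mean of days. These were Tfcp2l1 at 1.12, Nup210 at 1.17, and Lin28a, which has a condition without reads. All 9 had a positive log2 fold change. The replicate block left 2 called, without Lin28a (adjusted p = 0.066 in the edgeR test). The fit with 1 coefficient per day and factor was chosen after seeing the data. There, Tfcp2l1 (0.81) and Nup210 (0.93) were below the fold-change minimum, while Lin28a (3.13), Dppa5a (2.81) and Tdh (1.3) were called. Snai1 and Zeb2, which the paper names, had log2 fold changes of 0.56 and −0.40 with Sall4 (adjusted p = 0.0051 and 0.008 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the fold-change minimum.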
